# Characterization of Catechol-1,2-Dioxygenase (Acdo1p) From *Blastobotrys raffinosifermentans* and Investigation of Its Role in the Catabolism of Aromatic Compounds

**DOI:** 10.3389/fmicb.2022.872298

**Published:** 2022-06-03

**Authors:** Anna Meier, Sebastian Worch, Anja Hartmann, Marek Marzec, Hans-Peter Mock, Rüdiger Bode, Gotthard Kunze, Falko Matthes

**Keywords:** biodegradation, aromatic acids, protocatechuic acid, antimicrobial plant substances, *cis*, cis-muconic acid, *Blastobotrys*

## Abstract

Gallic acid, protocatechuic acid, catechol, and pyrogallol are only a few examples of industrially relevant aromatics. Today much attention is paid to the development of new microbial factories for the environmentally friendly biosynthesis of industrially relevant chemicals with renewable resources or organic pollutants as the starting material. The non–conventional yeast, *Blastobotrys raffinosifermentans*, possesses attractive properties for industrial bio-production processes such as thermo- and osmotolerance. An additional advantage is its broad substrate spectrum, with tannins at the forefront. The present study is dedicated to the characterization of catechol-1,2-dioxygenase (Acdo1p) and the analysis of its function in *B. raffinosifermentans* tannic acid catabolism. Acdo1p is a dimeric protein with higher affinity for catechol (*K*_M_ = 0.004 ± 0.001 mM, *k*_cat_ = 15.6 ± 0.4 s^–1^) than to pyrogallol (*K*_M_ = 0.1 ± 0.02 mM, *k*_cat_ = 10.6 ± 0.4 s^–1^). It is an intradiol dioxygenase and its reaction product with catechol as the substrate is *cis,cis*-muconic acid. *B. raffinosifermentans* G1212/YIC102-AYNI1-ACDO1-6H, which expresses the *ACDO1* gene under the control of the strong nitrate-inducible *AYNI1* promoter, achieved a maximum catechol-1,2-dioxygenase activity of 280.6 U/L and 26.9 U/g of dry cell weight in yeast grown in minimal medium with nitrate as the nitrogen source and 1.5% glucose as the carbon source. In the same medium with glucose as the carbon source, catechol-1,2-dioxygenase activity was not detected for the control strain G1212/YIC102 with *ACDO1* expression under the regulation of its respective endogenous promoter. Gene expression analysis showed that *ACDO1* is induced by gallic acid and protocatechuic acid. In contrast to the wild-type strain, the *B. raffinosifermentans* strain with a deletion of the *ACDO1* gene was unable to grow on medium supplemented with gallic acid or protocatechuic acid as the sole carbon source. In summary, we propose that due to its substrate specificity, its thermal stability, and its ability to undergo long-term storage without significant loss of activity, *B. raffinosifermentans* catechol-1,2-dioxygenase (Acdo1p) is a promising enzyme candidate for industrial applications.

## Introduction

Petroleum products include far more than just fuels; they are important feedstocks for the chemical and pharmaceutical industry. To this day, there is a big competition between fuels and chemical feedstocks for a share of oil production. Many of these substances, like benzene, are considered harmful to the environment (Frumkin et al., 2009). Therefore, great emphasis is placed on research focusing on developing “green” synthetic approaches as alternatives to traditional chemical synthesis. In the spotlight are microbial chemical factories which convert biomass into desired feedstock product(s). However, because of its not well-defined composition, the conversion of biomass is still a challenge. Prior knowledge of the biochemical pathways of biomass deconstruction is just as important as the selection of the microorganisms involved and the definition of the culture conditions. *Escherichia coli* and *Saccharomyces* cerevisiae are among the best studied and most widely used microorganisms in the biotechnological industry. Multiple improved strains with modified metabolic pathways or newly introduced heterologous pathways are in commercial use. Nonetheless, the spectrum of compounds produced is still rather limited and the bioproduction of certain chemical compounds, like *cis,cis*-muconic acid, is still a challenge (Weber et al., 2012; Curran et al., 2013; Lin et al., 2014; Wang and Zheng, 2015; Brückner et al., 2018).

*Blastobotrys* strain LS3, which has been used in the past for a variety of characterizations and biotechnological experiments, was originally characterized by Gienow et al. (1990). Although this strain and its derivatives were long referred to as *Blastobotrys (Arxula) adeninivorans*, a recent study showed that LS3 could be reassigned to *Blastobotrys raffinosifermentans* (Thomas et al., 2019). This dimorphic, non-conventional yeast possesses many interesting features and metabolic pathways, including the degradation of *n*-butanol, purines, and tannins (Kunze et al., 2014; Malak et al., 2016; Thomas et al., 2019). Among the enzymes produced by *B. raffinosifermentans* LS3 is tannin acyl hydrolase 1 (Atan1p), catalyzing the first reaction step in tannin degradation. Expression of *ATAN1* is regulated by the carbon sources tannin or gallic acid (Böer et al., 2009a). The transformation of gallic acid and protocatechuic acid by the *B. raffinosifermentans* LS3 wild-type strain (Sietmann et al., 2010) was the first report of a non-oxidative decarboxylation of gallic acid by a eukaryotic microorganism. Cultivation experiments with protocatechuic and gallic acid suggested that the decarboxylation of protocatechuic and gallic acid may be catalyzed by the same enzyme (Sietmann et al., 2010). The authors also proposed a pathway for the transformation of hydroxylated benzoic acid derivatives by the LS3 strain, based on their observation that the metabolism of gallic acid leads to the production of pyrogallol and 2-hydroxymuconic acid, whereas the metabolism of protocatechuic acid produced catechol and *cis,cis*-muconic acid. The role of gallic acid decarboxylase (Agdc1p) in the tannic acid metabolic pathway was already investigated and described in Meier et al. (2017).

The goal of the present project was to investigate the role of catechol-1,2-dioxygenase in the tannin degradation pathway in the non-conventional yeast *B. raffinosifermentans*. Based on whole genome sequencing (Kunze et al., 2014), the annotated gene putatively encoding catechol-1,2-dioxygenase (ARAD1D18458g^1^) was selected and investigated. For this purpose, the amino acid sequence of the *ACDO1* gene product^2^ was compared with the amino acid sequences of catechol-1,2-dioxygenases known from other microbial sources. Based on their similarity, potentially conserved domains were identified and their presumed influence on activity of the active center as well as on enzyme stability was analyzed. The transformation/expression platform, Xplor^®^ 2 (Böer et al., 2009b), which allows rapid and simple genetic manipulations in *B. raffinosifermentans*, was used to construct recombinant strains overexpressing *ACDO1*. This recombinant enzyme was purified, its *in vitro* biochemical properties were characterized, and optimal working conditions established. In addition, a knock-out mutant lacking the *ACDO1* gene was created. Metabolite analysis of supernatants from the recombinant knock-out mutant as well as the control strain allowed the determination of the *in vivo* function and the enzymatic reactions carried out by this enzyme. Expression analyses of the *B. raffinosifermentans* wild-type strain LS3 shed light on the regulation of *ACDO1* as well as on the tannin degradation pathway. Finally, the microarray whole-genome gene expression dataset allowed the identification of transcripts and gene interactions involved in the catabolism of aromatic compounds. Based on these results, a map of the metabolic pathway for tannin degradation in *B. raffinosifermentans* described by Meier et al. (2017) was created. The findings reported in this paper are a contribution to the development of an innovative approach for the bioproduction of industrially relevant chemicals such as *cis,cis*-muconic acid, gallic acid, protocatechuic acid, catechol and pyrogallol by new microbial factories, as well as for the production of sought after enzymes.

## Materials and Methods

### Strains and Culture Conditions

*Escherichia coli* strains XL1 blue or DH5α were used as host strains for bacterial transformation and plasmid isolation (see Supplementary Table 1 for all strains and Supplementary Table 2 for all plasmids used in this study). All bacterial strains were cultured in Luria Bertani medium (LB – Sigma-Aldrich, St. Louis, MO, United States) supplemented with 50 mg/L ampicillin (AppliChem, Darmstadt, Germany) or 50 mg/L kanamycin (Carl Roth GmbH, Karlsruhe, Germany).

*Blastobotrys raffinosifermentans* LS3, wild-type strain (Kunze and Kunze, 1994), isolated from wood hydrolyzate in Siberia (Russia) and *B. raffinosifermentans* G1212 (*aleu2 ALEU2:atrp1*) (Steinborn et al., 2007) were used as experimental strains. The yeast strains were cultivated in shaking flasks at 30°C, 180 rpm either under non-selective conditions in complex medium (YEPD – yeast extract-peptone-dextrose) or in yeast minimal medium (YMM) supplemented with 43.5 mM NaNO_3_ as the nitrogen source and 20 g/L glucose as the carbon source (YMM-glucose-NaNO_3_) (Rösel and Kunze, 1995).

### Transformation and Isolation Procedures of Nucleic Acids

Transformation procedures of *E. coli* and *B. raffinosifermentans* were performed according to Böer et al. (2009a) and Bischoff et al. (2019). Plasmid DNA isolation and DNA restriction digests were carried out as described by Wartmann et al. (2002).

### Construction of *ACDO1* Expression Plasmids and Generation of Transgenic *Blastobotrys raffinosifermentans* Strains

For *ACDO1* overexpression, the *ACDO1* ORF with a 6His-tag encoding region at the 3′-end (*ACDO1-6H*) was amplified from genomic DNA of *B. raffinosifermentans* LS3 in a PCR reaction using primers that incorporated flanking *Eco*RI and *Not*I cleavage sites: primer ACDO1-1-6H – 5′- **GAA TTC** ATG GCC GGA TCA GGA CTT GAG GGC –3′ (primer nucleotide positions 1-24, *Eco*RI restriction site is in bold type and underlined); primer ACDO1-2-6H 5′-** GCG GCC GC**T TAG TGG TGG TGA TGA TGG TGG TCA AGG TCA GCG ATA GG –3′ (primer nucleotide positions 985–1005, 6His-tag encoding region underlined, *Not*I restriction site is in bold type and underlined). The resulting *Eco*RI-*Not*I flanked ACDO1-6H ORF was inserted into the plasmid pBS-AYNI1-PHO5-SS between the *B. raffinosifermentans* derived *AYNI1* promoter and the *S. cerevisiae PHO5* terminator (Böer et al., 2009c). The *AYNI1* promoter *– ACDO1-6H* gene *– PHO5* terminator flanked by *Spe*I *– Sac*II restriction sites expression modules were inserted into the plasmid Xplor2.2 to generate Xplor2.2-AYNI1-ACDO1-6H-PHO5 (Böer et al., 2009b). The resulting plasmids contained fragments of 25S rDNA, which are interrupted by the selection marker module (*ALEU2* promoter – *ATRP1m* gene – *ATRP1* terminator), the ACDO1 expression module and an *E. coli* resistance marker and replicator. To prepare the cassettes for yeast transformation, Xplor2.2-AYNI1-ACDO1-6H-PHO5 and the control plasmid Xplor2.2 lacking the ACDO1 expression module were digested with *Asc*I (YRC) or *Sbf*I (YIC) to remove the *E. coli* sequences including the resistance marker. The resulting restriction products YRC102-AYNI1-ACDO1-6H, YIC102-AYNI1-ACDO1-6H and YRC102 (control) were used to transform *B. raffinosifermentans* G1212.

Yeast transformants were selected by tryptophan auxotrophy in YMM-glucose-NaNO_3_. The cells were stabilized by passaging on selective (YMM-glucose-NaNO_3_) and non-selective (YEPD) agar medium, to attain a high level of protein production (Klabunde et al., 2003).

### Construction of a Δ*acdo1* Gene Disruption Mutant

To create disruption mutants, a gene disruption cassette containing a minimum of 500 bp upstream and downstream of the gene of interest as well as the ATRP1m selection marker module was constructed. All fragments were amplified by PCR using chromosomal DNA of *B. raffinosifermentans* LS3 as template and the ATRP1m selection marker module using plasmid pBS-ALEU2-TRP1m as the template (Steinborn et al., 2007). Primers used for fragment amplification were created with additional 15 bp overlaps (Supplementary Table 3). This strategy allowed ligation of fragments in one step by using an In-Fusion Cloning Kit (Takara Bio USA, San Jose, CA, United States). The resulting construct was amplified in *E. coli* DH5α. Finally, the complete construct covering an overlapping fragment upstream of the gene of interest, the *ATRP1m* selection marker module and an overlapping fragment downstream of the gene of interest was amplified using designed primers. The resulting product was amplified by PCR and used to transform *B. raffinosifermentans* G1212 (Böer et al., 2009a).

### Cell Growth Monitoring

#### OD_600nm_ Culture Measurement

For optical density measurement, a culture sample was diluted 1:10 or 1:100 to not exceed an OD_600nm_ value of 0.9, and 1 mL was pipetted in a 2 mL disposable plastic cuvette (BRAND GmbH, Wertheim, Germany), which was subsequently placed in a Jenway 7305 Spectrophotometer (Cole-Parmer, Stone, United Kingdom). Absorbance was measured at 600 nm. Experiments were performed in triplicate.

#### Determination of Dry Cell Weight

Two mL of yeast cultures were pipetted into pre-weighed 2 mL Eppendorf reaction tubes. Cells were pelleted by centrifugation at 25,000 *g* for 10 min at 4°C. Supernatants were discarded. Pellets were dried overnight in an oven at 80°C and the weight of the dried cell material was determined. Experiments were performed in triplicate.

### Determination of Catechol-1,2-Dioxygenase Activity

Various aromatic substrates were used to investigate the substrate specificity of catechol-1,2-dioxygenase. Prior to measurement, wavelength screening of reference compounds was performed to confirm the appropriate wavelengths from the literature. In addition, reaction products were scanned after each activity assay to exclude the formation of unexpected products. First, catechol-1,2-dioxygenase activity was assayed by following *cis,cis*-muconic acid formation from catechol or 2-hydroxymuconic acid formation from pyrogallol during the enzymatic reaction in 50 mM Tris-HCl buffer pH 7.5. Reactions were performed in 96-well UV-transparent microtiter plates (Greiner Bio-One GmbH, Frickenhausen, Germany) in a total volume of 200 μL. Experiments were done in triplicate. The reaction was started by adding 0.5 mM substrate solution (190 μL) to the enzyme (10 μL) and monitored 15 min at ∼20°C, 260 nm (ε = 16800 [1/M/cm]) and 296 nm (ε = 14500 [1/M/cm]) for *cis,cis*-muconic acid and 2-hydroxymuconic acid, respectively (Itoh, 1981). Blank values were established by using water instead of the enzyme. One unit (1 U) of enzyme activity was defined as the amount of enzyme required to oxidize 1 μmol catechol to *cis,cis*-muconic acid or 1 μmol pyrogallol to 2-hydroxymuconic acid per min at 20°C, pH 7.5.

To test the substrates hydroquinone, protocatechuic acid, gallic acid, 2,3-dihydroxybenzoic acid, and 2,5-dihydroxybenzoic acid and to assess potential 2,3-dioxygenase activity of the enzyme toward catechol, the assay conditions from the catechol assay were applied and product formation was tested at the wavelengths indicated in Section “Purification and characterization of Acdo1-6hp.”

Measurement of hydroxyquinol cleavage by catechol-1,2-dioxygenase was assayed by monitoring the reaction between hydroxyquinol and rhodanine which gives rise to a colored compound (modified method from Sharma et al., 2000). Absorbance was recorded against a water blank at 465 nm (ε = 42000 [1/M/cm]), and hydroxyquinol was used as the standard. One unit of catechol-1,2-dioxygenase activity was defined as the amount of enzyme required to release 1 mM 3-hydroxy-*cis,cis*-muconic acid per min at 20°C and pH 7.5. Activity levels were expressed as U/mg protein or as U/L. All measurements were done in triplicate and the *K*_M_ and V_max_ values for the substrates pyrogallol and catechol were determined from Lineweaver–Burk and Hanes–Woolf plots by linear regression using Microsoft Excel.

### Acdo1-6hp Molecular Mass Analysis

Acdo1-6hp was purified by column chromatography on a HisTrap FF (1 mL) column (Novagen, Madison, WI, United States) in 20 mM Tris, 0.5 mM NaCl (pH 7.9) and 5 mM imidazole as binding buffer and 20 mM Tris, 0.5 mM NaCl (pH 7.9) and 1 M imidazole as elution buffer. Finally, the purified protein was desalted using PD10 columns (GE Healthcare Europe GmbH, Freiburg, Germany).

The indicative molecular mass determination of native Acdo1-6hp was done by gel filtration using Superdex™ 200 columns (GE Healthcare, Amersham, United Kingdom). The flow rate was 1 mL/min and fractions of about 1 mL were collected for 182 min [buffer: 50 mM Tris (pH 8) and 0.15 M NaCl]. A calibration curve was constructed using blue dextran, ferritin, catalase, bovine albumin, RNAse A and vitamin B12 as standards.

### Protein Analysis

Sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and Western blot analyses were performed as described by Kunze et al. (1998). The antibodies used for Western blot analysis were anti-His-tag specific primary antibody produced in rabbit (Sigma-Aldrich, St. Louis, MO, United States) and secondary antibody anti-mouse IgG alkaline phosphatase conjugate produced in goat (Sigma-Aldrich, St. Louis, MO, United States). The staining procedure was done by membrane incubation with nitro-blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP) substrate (Roche Diagnostics, Rotkreuz, Switzerland).

The dye-binding method of Bradford was used for protein quantification (Bio-Rad, Hercules, CA, United States) using bovine serum albumin as the standard (Bradford, 1976).

### Nested Quantitative Real-Time PCR

For analysis of temporal gene expression patterns, a nested qRT-PCR assay was applied (Worch and Lemke, 2017). The first PCR was performed with cDNA-template (10 cycles) using gene-specific primers and RTA-1 primer (Supplementary Table 4). The PCR product was diluted 1:500 and amplified in the presence of SYBR^®^ Green fluorescent dye (Power SYBR Green PCR Master Mix, Applied Biosystems, Foster City, CA, United States) using the ABI 7900HT Fast Sequence Detection System (Applied Biosystems) with gene-specific primers and RTA primer. *TFCI* and *ALG9* were used as reference (housekeeping) genes (Rösel and Kunze, 1995; Teste et al., 2009). Calculations were done using the ΔΔct-method (Livak and Schmittgen, 2001).

### Microarray Design and Hybridization for Gene Expression Analysis

Gene expression profiling was performed using a microarray produced by Agilent Technologies in 8 × 60 k format. The microarray was based on 6,025 annotated chromosomal sequences and 36 putative mitochondrial gene oligos and was designed using Agilent Technologies eArray software^3^ (design number 035454). 

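The scanner files list the yeast probes under 6160 identifiers. Of these, 6092 have the form used for genes of the chromosomes Arad1A to Arad1D, 36 the form used for mitochondrial genes, 31 carry the letter X and 1 has another form. For 4766 identifiers the array holds 10 probes, and the largest number of probes for any identifier is 13. There are 5225 probes that were placed on 2 spots, so that 61537 spots carry yeast probes, beside 1439 control spots.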

Depending on sequence length of genes, up to ten 60-mers per gene were created, resulting in a total of 56,312 *B. raffinosifermentans* specific oligos. *B. raffinosifermentans* LS3 was cultivated overnight in YMM-glucose-NaNO_3_. Cells were pelleted by centrifugation for 5 min at 3,220 × *g*, 20°C and shifted to YMM-NaNO_3_ containing a mixture of 0.5% protocatechuic acid plus 1% glucose or 1% glucose only. After 15 min, 30 min, 2 h and 5 h of cultivation at 30°C and 180 rpm, cells were harvested, and total RNA was isolated using the RNeasy Mini Kit (Qiagen GmbH, Hilden, Germany). Samples were labeled and the microarray hybridized according to the Agilent Technologies “One-Color Microarray-Based Gene Expression Analysis (v6.5)” instructions. R package limma was used for microarray data analysis (Smyth, 2005). Background of raw expression data was corrected by “normexp” and normalized between arrays using “quantile.” Differentially expressed genes were detected by fitting a linear model to log2-transformed data by an empirical Bayes method (Smyth, 2005). The Bonferroni method was used to correct for multiple testing (Bonferroni, 1936).

### Metabolite Analysis by Gas Chromatography – Mass Spectrometry

#### Sample Collection, Extraction and Derivatization Procedure

Quantitative measurements of hydroxylated aromatic acids, as well as various phenol derivatives, were performed by Gas Chromatography – Mass Spectrometry (GC-MS) (Clarus SQ 8 GC Mass Spectrometer). Prior to this, samples were extracted and derivatized. For this purpose, 2 mL yeast culture was centrifuged for 10 min, 16,000 *g*, 4°C. Supernatant was collected in fresh Eppendorf reaction tubes and pellet was discarded. Five hundred μL supernatant was adjusted to pH 2 with HCl and compounds were extracted with 2 × 300 μL and 1 × 400 μL MTBS (Sigma-Aldrich, St. Louis, MO, United States). The upper extract layer was collected in fresh reaction tubes. Extracts were lyophilized in a Freeze Dryer, Alpha 1-4 LSC plus (Christ) and resuspended in 400 μL pyridine. After adding 100 μL BSTFA (Sigma-Aldrich, St. Louis, MO, United States) samples were incubated overnight at 60°C.

#### Gas Chromatography – Mass Spectrometry Measurement

A 1 μL aliquot of sample was injected into an Elite-5MS column, Length 30 m, I.D 0.25 mm, film thickness 0.25 μm (PerkinElmer LAS, Rodgau, Germany). The injection was performed with a split flow rate of 10 mL/min. Temperature was kept at 60°C for 1 min then ramped up to 230°C at 15°C/min and held at 230°C for 11.33 min. Peak areas were calculated by TurboMass 6.1 using data from external quantification standards assayed four times. Experiments were performed in triplicate.

## Results

### Identification of a *Blastobotrys raffinosifermentans ACDO1* Gene Encoding for Catechol-1,2-Dioxygenase (Acdo1p)

A putative catechol-1,2-dioxygenase gene (ARAD1D18458g) was annotated in the genome of *B. raffinosifermentans* LS3. The gene, Arxula catechol-1,2-dioxygenase 1 (*ACDO1*), is localized on chromosome *Arad1D*, position 1512067–1513071. The 1005 bp open reading frame contains no introns and encodes a protein with 335 amino acids. 

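On the array that was used for expression profiling, 10 probes carry the identifier ARAD1D18458g. The number at the end of each probe name was read as the position of the first base of the probe in its gene. Read in this way, the first of the 10 probes starts at base 815 and the last ends at base 1677, and 7 of them end beyond the length of the open reading frame. For 5 other genes on the chromosomes Arad1A and Arad1C whose protein length is given in Supplementary Table 5, the last probe ends between 95.1% and 100% of the coding length. Expression values under ARAD1D18458g are therefore given as the values of these probes.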

The predicted subunit molecular mass of Acdo1p is 37.76 kDa. Protein analysis according to the SignalP program (version 4.1^4^) predicts the absence of a secretion signal sequence.

Sequence alignment of Acdo1p with known intradiol ring cleavage dioxygenases revealed multiple conserved domains that are fundamental for enzyme catalytic activity and structure, including the highly conserved metal-binding sites Tyr171, Tyr205, His229, His231 (Figure 1). These conserved residues in Acdo1p, however, do not specifically prove that Acdo1p is a catechol-1,2-dioxygenase, due to the fact that they are found in other dioxygenases, too (e.g., in the intradiol ring-cleavage dioxygenase PrcA from *Aspergillus nidulans*). The Acdo1p sequence was therefore compared with other known catechol-1,2-dioxygenases. An alignment of Acdo1p with the catechol-1,2-dioxygenase Hqd2 (P86029) from *Candida albicans* resulted in 30.2% identity with 102 identical positions and 113 similar positions. HqdA (A2QAP8) from *A. niger* is even more similar: 49.4% identity with 165 identical positions and 95 similar positions, suggesting that Acdo1p is indeed a catechol-1,2-dioxygenase. Additionally, in order to address evolutionary distances and the amount of genetic change, a phylogenetic tree between Acdo1p and various bacterial and fungal intradiol ring cleavage dioxygenases was made using the neighbor joining method (Figure 2). Crystallographic studies have shown that catechol-1,2-dioxygenases are homodimers which incorporate a non-heme ferric iron atom (Fe^3+^) as cofactor. A catecholate substrate binds to the Fe atom by means of the deprotonated hydroxyl groups. The iron abstracts an electron to produce a substrate radical. This then allows the reaction with dioxygen and a subsequent intradiol cleavage to occur.

**FIGURE 1:**
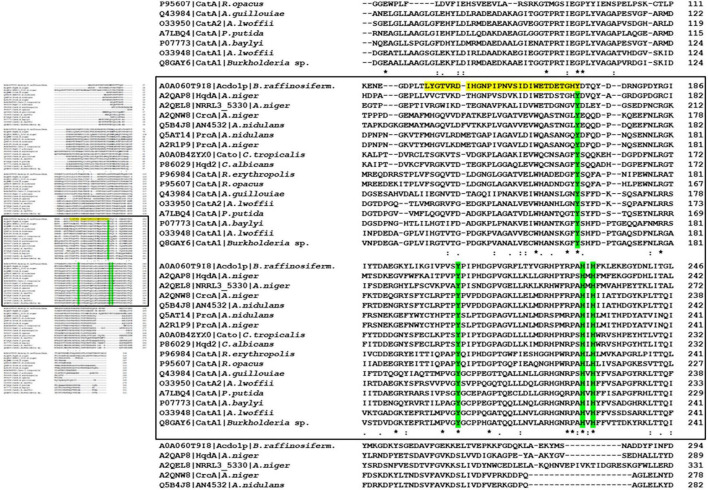
Sequence alignment of bacterial and fungal intradiol ring cleavage dioxygenases. **(Left panel)** Overview of the alignment. Complete data are available in Supplementary Figure 10. **(Left panel)** Magnification of the regions with predicted catalytic domain and metal binding sites. The Acdo1p amino acid sequence was aligned to bacterial and fungal intradiol ring cleavage dioxygenases of *A. niger* (UniProt accession numbers A2QAP8, A2QEL8, A2QNW8, A2R1P9), *A. nidulans* (Q5B4J8, Q5AT14), *C. tropicalis* (A0A0B4ZYX0), *C. albicans* (P86029), *A. baylyi* (P07773), *A. lwoffii* (O33948), *A. lwoffii* (O33950), *A. guillouiae* (Q43984), *R. erythropolis* (P96984), *R. opacus* (P95607), *Burkholderia* sp. (Q8GAY6), and *P. putida* (A7LBQ4) from the UniProt database. Alignment was done using ClustalOmega software (Sievers et al., 2011, http://www.ebi.ac.uk/Tools/msa/clustalo/). Residues marked with an asterisk (*) are identical in all sequences in the alignment. A colon (:) indicates conserved substitutions and a dot (.) indicates semi-conserved substitutions. The predicted catalytic domain is highlighted in yellow and metal binding sites are in green.

**FIGURE 2:**
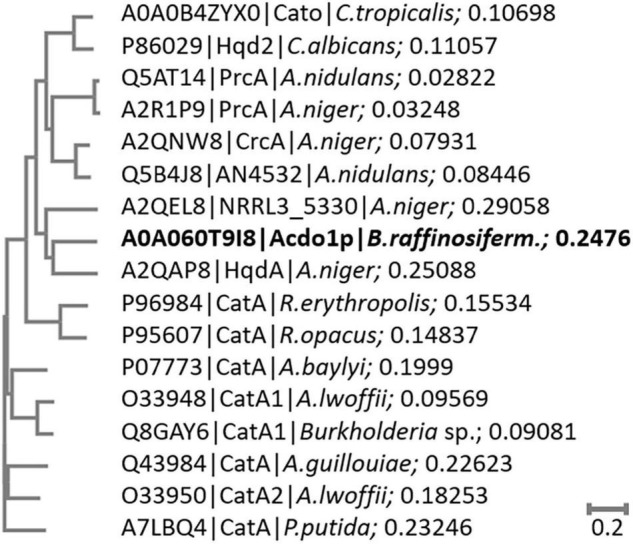
Phylogenetic tree of bacterial and fungal intradiol ring cleavage dioxygenases. The phylogenetic tree was constructed by the neighbor joining method of Acdo1p to selected bacterial and fungal dioxygenase amino acid sequences without distance corrections. The length of the branches is indicative of the evolutionary distance between the sequences. The distance values show the number of substitutions (amino acid residues) as a proportion of the length of the alignment (excluding gaps). Larger numbers represent a larger amount of genetic change.

### Generation of Recombinant *Blastobotrys raffinosifermentans* Strains

*Blastobotrys raffinosifermentans* G1212 [Δ*trp1*] was used to construct an Acdo1-6hp producing yeast strain. A 6His-tag encoding sequence was fused to the 3′-end of the ORF of the *ACDO1* gene under control of the nitrate inducible *AYNI1* promoter (*B. raffinosifermentans* nitrate reductase promoter). Cassettes with the *ACDO1* expression module (YRC102-AYNI1-ACDO1-6H, YIC102-AYNI1-ACDO1-6H) (Supplementary Figure 1) and controls (YRC102, YIC102) were prepared as described in Materials and Methods Section “Construction of *ACDO1* Expression Plasmids and Generation of Transgenic *B. raffinosifermentans* Strains.” After genome integration, selected clones (YICs and YRCs) were passaged to establish high plasmid stability. After cultivation in YMM-glucose-NaNO_3_ at 30°C for 48 h, cells were harvested and screened for catechol-1,2-dioxygenase activity. This activity was present in all stabilized *B. raffinosifermentans* G1212/YRC102-AYNI1-ACDO1-6H and G1212/YIC102-AYNI1-ACDO1-6H strains.

Since the best transgenic strains belonged to the genome-integrated YICs, the *B. raffinosifermentans* strains G1212/YIC102 and G1212/YIC102-AYNI1-ACDO1-6H were then cultivated in YMM-glucose-NaNO_3_ at 30°C and 180 rpm for 168 h, in order to follow a time course of enzymatic activity. Dry cell weight (dcw), catechol-1,2-dioxygenase activity with catechol as the substrate and yield [Y(P/X)] (Y – yield coefficient, P – activity in U, X – biomass in g) were determined once every 24 h. Catechol-1,2-dioxygenase activity was detectable in the disrupted cells of the selected transgenic strain (*B. raffinosifermentans* G1212/YIC102-AYNI1-ACDO1-6H) but not in the control strain *B. raffinosifermentans* G1212/YIC102 when glucose served as the sole carbon source. Both yeast strains reached a maximum dcw after 72 h of cultivation and then biomass remained constant until the end of the experiment. The transgenic strain *B. raffinosifermentans* G1212/YIC102-AYNI1-ACDO1-6H achieved its maximum enzyme activity of ≈ 220 U/L and ≈ 17 U/g dcw after 120 h (Figure 3). The wild-type strain G1212/YIC102 did not exert Acdo1 activity (data not shown).

**FIGURE 3:**
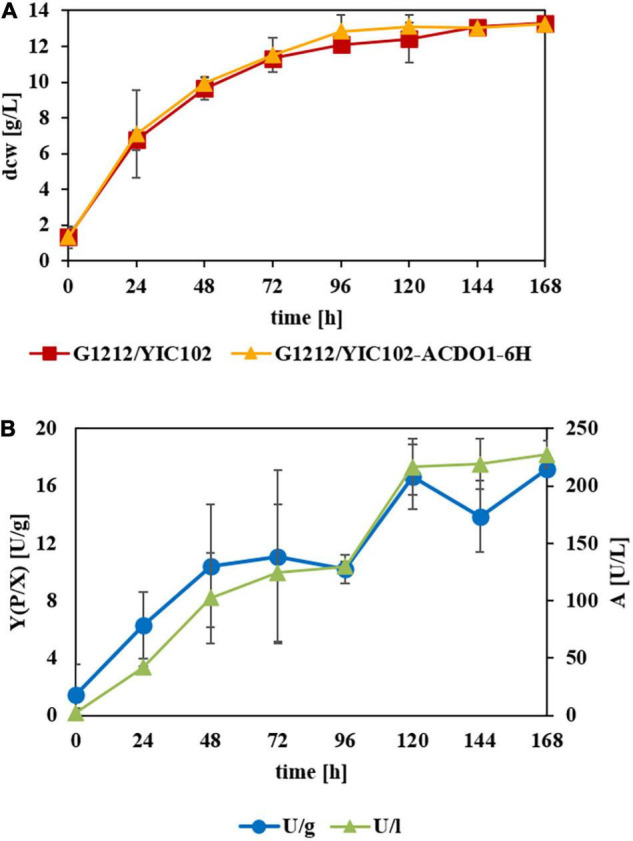
Time-course analysis of catechol-1,2-dioxygenase activity in *B. raffinosifermentans* control strain and strain with overexpression of ACDO1-6H. The cells were grown on YMM-glucose-NaNO_3_ in shaking flasks at 30°C for 168 h. **(A)** Measurement of cell growth. **(B)** Intracellular Acdo1-6hp activity (triangles) and calculated yield [Y(P/X)] (Y – yield coefficient, P – activity in U, X – biomass in g) (circles) for G1212/YIC102-ACDO1-6H.

To analyze the function of *ACDO1*, the gene was deleted by homologous recombination using *B. raffinosifermentans* G1212 [Δ*trp1*] as a host strain. To avoid affecting any possible nearby genes, the deletion mutant cassette was constructed using 381 bp of the upstream homology fragment + 142 bp of the 5′ gene coding sequence and 158 bp of the downstream homology fragment + 361 bp of the 3′ gene coding sequence (Supplementary Figure 2). After the selection marker indicated integration of the cassette, the correct integration locus was verified by PCR using primers (listed in Supplementary Table 3) amplifying part of the integrated marker and an adjacent area of genomic DNA (Supplementary Figure 3). The strain with a correctly integrated deletion cassette was labeled G1235 [Δ*trp1*].

### Purification and Characterization of Acdo1-6hp

*Blastobotrys raffinosifermentans* G1212/YIC102-AYNI1-ACDO1-6H with a 6His-tag-encoding sequence at the 3′-end of the *ACDO1* ORF was selected for synthesis of recombinant Acdo1-6hp. Purification was done by Immobilized Metal Affinity Chromatography (IMAC) using an ÄKTA Pure System on HisTrap HP His-tag protein purification columns (Cytiva Europe GmbH, Freiburg, Germany). Acdo1-6h was eluted at approximately 860 mM imidazole. Acdo1-6hp has a predicted molecular mass of 37.76 kDa. The denatured protein in both crude extract and the purified protein fraction was visible at a position of 40 kDa on SDS-PAGE and Western blot (Supplementary Figure 4A).

Catechol-1,2-dioxygenase total activity was 0.92 ± 0.02 U in crude extract and 0.85 ± 0.02 U in the purified fraction, with a specific activity of 0.82 ± 0.02 U/mg for the crude extract and 5.39 ± 0.13 U/mg for the purified fraction. Purification yield was approximately 93% (Table 1).

**TABLE 1:** Summary of Acdo1-6hp purification.

Step	Protein [mg]	A_*total*_ [U]	A_*specific*_ [U/mg]	Yield [%]	Purification fold
Crude extract	1.13 ± 0.01	0.92 ± 0.2	0.82 ± 0.02	100	1
Purified protein	0.16 ± 0.01	0.85 ± 0.02	5.39 ± 0.13	92.62	6.61

*The protein was purified from 200 mL culture incubated in shaking flasks for 48 h at 30°C and 180 rpm. Values are shown as mean ± one standard deviation.*

The molecular mass of Acdo1-6hp was estimated by gel filtration on a Superdex™ 200 column and compared to a standard curve using molecules with known molecular masses (Blue Dextran – 20,000,000 Da, Ferritin – 450,000 Da, Catalase – 240,000 Da, BSA – 67,000 Da, RNAse A – 13,700 Da and Vitamin B12 – 1355 Da). Accordingly, the native enzyme had a calculated mass of 37.8 kDa. Since the predicted molecular mass of the 6His-tagged Acdo1-6hp is 79.7 kDa, this indicates that Acdo1-6hp is a dimeric protein.

The optimal pH conditions for Acdo1-6hp activity were established *in vitro* using 0.5 mM catechol as the substrate and the following buffers: 50 mM sodium citrate (pH 2.5 – 6.5), 50 mM sodium acetate (pH 3.5– 6), 50 mM sodium phosphate (pH 5.5 – 8) and 50 mM TRIS-HCl (pH 7 – 9). The highest relative enzyme activity of 80% and more was observed in the pH range of 7.0 – 8.0 with an absolute peak (100%) at pH 7.5 (Supplementary Figure 4B).

The effect of temperature on the activity of catechol-1,2-dioxygenase was measured by incubating the reaction mixture at different temperatures under optimal pH conditions. Relative enzyme activity in excess of 80% was observed at temperatures between 21 and 39°C (Supplementary Figure 4B). Acdo1-6hp was most active at 25°C. Acdo1-6hp is stable between 4 and 30°C, shown by the fact that enzyme activity after 23 h of incubation at these temperatures remained at above 85% of the initial value (Supplementary Figure 5). Increasing the temperature to 40°C resulted in a decrease of enzyme activity to 85% after 7 h and complete loss of activity after 23 h. At 50°C, enzyme activity fell to 60% within 1 h and was completely abolished after 7 h of incubation. In a crude extract kept at 4°C, Acdo1-6hp enzyme activity rapidly declined with time, showing 50 and 60% loss after 24 and 48 h of storage, respectively. After 55 days of storage, no enzyme activity was detected in the crude extract. In contrast to the crude extract, enzyme activity in the purified fraction remained far more stable, still exhibiting 99% of initial activity after 55 days at 4°C. Freezing samples in liquid nitrogen resulted in complete loss of Acdo1-6hp activity in both the crude extract and purified fraction.

To identify possible inhibitors and/or cofactors of Acdo1-6hp, the enzyme was incubated in reaction mixtures containing a variety of supplements at 1 mM final concentration. Strong enzyme inhibition (relative activity < 30%) was observed in the presence of Ni^2+^, Al^3+^, Zn^2+^, PEG4000, PEG6000, PEG8000, or EDTA. In contrast, addition of Mg^2+^, Ca^2+^, and Fe^3+^ to the reaction mixture had no significant influence on catechol-1,2-dioxygenase activity (relative activity > 80%). During the experiments it was observed that addition of cOmplete™ EDTA-free Protease Inhibitor Cocktail (Roche, Penzberg, Germany) to the lysis buffer during the purification procedure caused an almost complete inhibition of Acdo1-6hp activity (Table 2).

**TABLE 2:** Effect of metal salts and additives on Acdo1-6hp activity.

1 [mM]	Relative activity [%]	1 [mM]	Relative activity [%]	1 [mM]	Relative activity [%]
control (H_2_O)	100 ± 4	ZnSO_4_	5 ± 3	PEG4000	12 ± 2
NiSO_4_	19 ± 2	ZnCl_2_	14 ± 2	PEG6000	11 ± 2
NiCl_2_	25 ± 1	AlCl_3_	0 ± 48	PEG8000	13 ± 2
FeSO_4_	46 ± 3	MgSO_4_	84 ± 12	EDTA	12 ± 4
FeCl_3_	98 ± 7	MgCl_2_	108 ± 13	cOmplete™, EDTA-free Protease Inhibitor Cocktail	6 ± 3
CoSO_4_	48 ± 3	MnSO_4_	80 ± 5		
CoCl_2_	63 ± 6	MnCl_2_	37 ± 9		
CuSO_4_	38 ± 8	CaSO_4_	105 ± 5		
CuCl_2_	55 ± 7	CaCl_2_	103 ± 1		

*Relative Acdo1-6hp activity [%] was analyzed in the presence of 0.5 mM catechol as the substrate. Values are shown as mean ± one standard deviation.*

The kinetic parameters of purified Acdo1-6hp were determined photometrically using pyrogallol, catechol and hydroxyquinol as substrates. The *K*_M_ of Acdo1-6hp for pyrogallol (0.1 ± 0.02 mM) was found to be 25 times higher than for catechol (0.004 ± 0.001 mM) and 12.5 times higher than for hydroxyquinol (0.008 ± 0.002 mM). Turnover (*k*_cat_) was 10.6 ± 0.4 s^–1^ for pyrogallol, 15.6 ± 0.4 s^–1^ for catechol, and 17.0 ± 3.5 s^–1^ for hydroxyquinol. With a value of 119 ± 18 [mM^–1^ s^–1^] the catalytic efficiency for pyrogallol was found to be much lower than for catechol (3950 ± 930 [mM^–1^ s^–1^]) and for hydroxyquinol (2130 ± 971 [mM^–1^ s^–1^]) (Table 3 and Supplementary Figure 6).

**TABLE 3:** Kinetic constants of purified Acdo1-6hp using pyrogallol, catechol or hydroxyquinol as substrates.

Substrate	*K*_*M*_ [mM]	*k*_*cat*_ [s^–1^]	*k*_*cat*_/*K*_*M*_ [mM^–1^s^–1^]
Pyrogallol	0.1 ± 0.02	10.6 ± 0.4	119 ± 18
Catechol	0.004 ± 0.001	15.6 ± 0.4	3950 ± 930
Hydroxyquinol	0.008 ± 0.002	17.0 ± 3.5	2130 ± 971

*Values are shown as mean ± one standard deviation.*

Several substrates differing in the number and positions of hydroxyl groups were tested to determine the *in vitro* substrate specificity of Acdo1-6h. The enzymatic reactions were carried out under optimal conditions for catechol-1,2-dioxygenase. Reactions were monitored spectrophotometrically under different wavelengths depending on the tested substrates (Table 4). The results not only showed the specificity of Acdo1-6hp for pyrogallol, catechol and hydroxyquinol but also confirmed that Acdo1-6hp is a catechol-1,2-dioxygenase but not a catechol-2,3-dioxygenase. The reaction carried out for the catechol-2,3-dioxygenase activity (monitored at a wavelength of 375 nm) failed to show formation of 2-hydroxymuconic semialdehyde as the expected product. Evidently, the positions of hydroxyl groups on the aromatic ring are crucial for the enzymatic reaction by Acdo1-6hp. Substrates with hydroxyl groups at position 1 and 2 are accepted by the enzyme, regardless of whether there is no additional hydroxyl group (catechol), an additional one at the meta position (pyrogallol) or one at the para position (hydroxyquinol). However, the presence of a carboxyl group appears to have a strong effect on substrate binding, since protocatechuic acid, 2,3-dihydroxybenzoic acid, and gallic acid, despite the same location of the hydroxyl groups, fail to be converted by Acdo1p-6hp.

**TABLE 4:** Spectrophotometric substrate analysis of Acdo1-6hp.

Substrate	Product	λ	U_*sp*_ [U g^–1^]
Catechol	*Cis,cis*-muconic acid	260 nm	0.57 ± 0.03
Catechol	2-Hydroxymuconic semialdehyde	375 nm	0.00 ± 0.00
Hydroquinone	4-Hydroxymuconic acid semialdehyde	320 nm	0.00 ± 0.00
Hydroxyquinol	3-Hydroxy-*cis,cis*-muconic acid	465 nm	2.78 ± 0.49
Pyrogallol	2-Hydroxymuconic acid	296 nm	0.59 ± 0.01
Protocatechuic acid	3-Carboxy-*cis,cis*-muconate	290 nm	0.02 ± 0.00
Gallic acid	4-Carboxy-2-hydroxymuconic semialdehyde	259 nm	0.02 ± 0.05
2,3-Dihydroxybenzoic acid	3-Carboxy-2-hydroxymuconate semialdehyde	268 nm	0.00 ± 0.00
2,5-Dihydroxybenzoic acid	Maleyl pyruvate	334 nm	0.00 ± 0.03

*Values are shown as mean ± one standard deviation.*

### Expression Analysis of *ACDO1* on Various Carbon Sources

The expression level of *ACDO1* relative to the housekeeping gene *TFCI* was analyzed by nested quantitative RT-PCR. Primers used for the expression analysis of *ACDO1* are shown in Supplementary Table 4. *B. raffinosifermentans* G1212/YIC102 was cultivated on YMM-NaNO_3_ supplemented with 0.2% (w/v) of either glucose or different hydroxylated aromatic acids as the sole source of carbon. Samples were collected at different times and total RNA was isolated. An increase of gene transcription of *ACDO1* was observed when cells were cultivated on gallic acid and protocatechuic acid. The highest expression level was detected after 8 h of cultivation (Figure 4). In contrast, none of the other carbon sources (hydroxyquinol, glucose, 3-hydroxybenzoic acid, 4-hydroxybenzoic acid, 2,4-dihydroxybenzoic acid, 2,3-dihydroxybenzoic acid, 2,5-dihydroxybenzoic acid) altered the expression of *ACDO1*. In order to search for identities between the *ACDO1* promoter and that of the gallic acid decarboxylase 1 gene (*AGDC1*) from *B. raffinosifermentans* (Meier et al., 2017), the genomic sequences of ARAD1D18458g and ARAD1C45716g were retrieved from the GRYC database^5^ and extended to 600 bp upstream of the genes. Sequence alignment using the Blastn suite (Altschul et al., 1997) revealed no significant similarity (data not shown).

**FIGURE 4:**
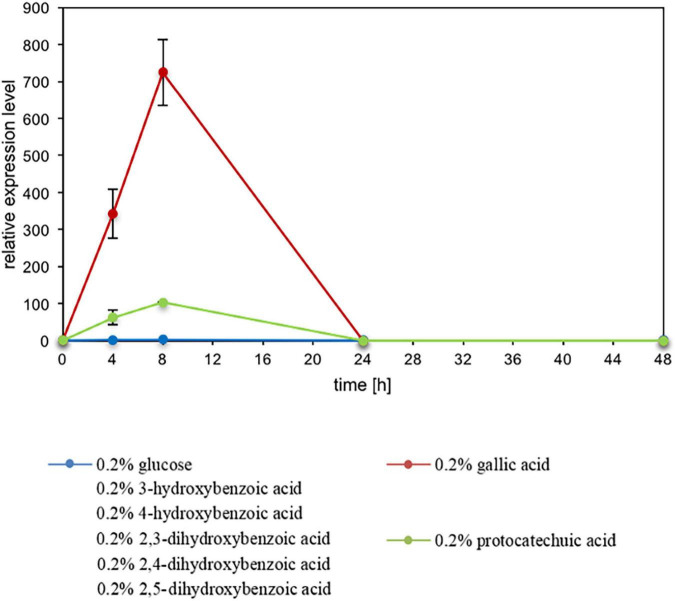
Influence of carbon sources on *ACDO1* expression. Gene expression of *ACDO1* was analyzed in *B. raffinosifermentans* G1212/YIC102 cultivated on YMM-NaNO_3_ supplemented with 0.2% of either glucose, gallic acid, protocatechuic acid, 3-hydroxybenzoic acid, 4-hydroxybenzoic acid, 2,3-dihydroxybenzoic acid, 2,4-dihydroxybenzoic acid or 2,5-dihydroxybenzoic acid as the sole source of carbon. Quantitative real time PCR analysis revealed that only gallic acid and protocatechuic acid supply leads to increased expression of the *ACDO1* gene. Error bars represent one standard deviation.

To evaluate whole transcriptome variations upon incubation of *B. raffinosifermentans* with protocatechuic acid, microarray expression analysis was performed. 

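Cells of the wild-type strain were measured on 8 arrays with 1 dye (Cy3), 1 array for each of 2 media at each of 4 incubation times. The media held either 1% glucose or 1% glucose and 0.5% protocatechuic acid, and cells were taken after 15 and 30 min and after 2 and 5 h. No combination of medium and time had a second array. All 8 arrays lay on 1 slide, the glucose cultures in one row of the slide and the protocatechuic acid cultures in the other, so that medium and row cannot be told apart. The median spot intensity per array was between 71.5 and 96, and the median local background was between 28 and 33. With glucose, 69.4% of the spots with yeast probes were well above background at 15 min, 58.9% at 30 min, 64.7% at 2 h and 70.2% at 5 h. With protocatechuic acid these shares were 70.0%, 61.7%, 68.7% and 59.0%. The number of arrays limits the precision of all values.

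The median spot intensities were corrected for background by the normexp method with an offset of 50, quantile normalized over the 8 arrays and put on the log2 scale. The value of a gene is the median over its probes. The paper's text names normexp and quantile normalization, and does not name an offset or a rule for the probes of a gene. A log2 difference is the value with protocatechuic acid minus the value with glucose at the same time. An SD given with a log2 difference at 1 time point is the spread over the probes of the gene on the same RNA and not an error between cultures. The mean of the 4 log2 differences was tested with limma with the time point as a block, which leaves 3 residual degrees of freedom. A single time point has no replicate and was not tested. In simulated data of the same design, 200 of 6036 genes, picked at random, differed by a constant amount at all 4 time points. The log2 differences were 1 or 2 in size. Of these genes, limma called 38% after Bonferroni adjustment and 85% after Benjamini-Hochberg adjustment. A difference that varies over the time points adds to the error of the test. ARAD1D17754g had 4.33 at 15 min and 7.53 at 30 min, for example. For genes that vary in this way the shares do not hold.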

Changes in gene expression of the wild-type strain, *B. raffinosifermentans* LS3, cultivated in YMM-NaNO_3_ supplemented with 1% glucose or YMM-NaNO_3_ supplemented with 1% glucose plus 0.5% protocatechuic acid were analyzed over time. For this, cells were harvested after 15, 30 min, 2 and 5 h of incubation in shaking flasks at 30°C and 180 rpm. After RNA isolation, microarray data were used to identify main candidate genes, that may be involved in the degradation of protocatechuic acid. 

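Of the 6036 genes tested with limma over the 8 arrays, 0 had a Bonferroni-adjusted p under 0.05 for the mean log2 difference between the media, and the smallest adjusted p was 0.37. After Benjamini-Hochberg adjustment the number was also 0, with 0.28 as the smallest value. At an unadjusted p under 0.05 there were 304 genes, 81 higher and 223 lower with protocatechuic acid, where chance alone gives 302. In limma fits without the time block, and with a mean-variance trend and robust estimation, 0 genes passed either adjustment, and 77 and 312 genes had an unadjusted p under 0.05. With an offset of 0 there were 2 genes past the Bonferroni adjustment and with the scanner software's processed signal also 2, all higher, and 2 and 3 after Benjamini-Hochberg adjustment. With an offset of 16, that of the authors' table, 0 genes passed either adjustment in limma, and the smallest Bonferroni-adjusted p was 0.0776.

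A log2 difference of at least 1 in size was found at 15 min for 284 genes, 212 higher and 72 lower with protocatechuic acid. At 30 min 74 genes were higher and 11 lower, at 2 h 58 were higher and 29 lower, and at 5 h 22 were higher and 51 lower. These counts moved most with the processed signal, with which 769 genes were higher and 690 lower at 15 min. With an offset of 16, that of the authors' table, 365 genes were higher and 129 lower at this time. In all, 317 genes were higher by at least 1 at any time point and 3 genes were at all 4 time points, while 141 genes were lower at any time point and 0 at all 4. The gene with the largest increase at 15 min was ARAD1C42790g, with a log2 difference of 5.43 ± 1.07 (SD over 10 probes), and its mean over the 4 time points fell from 1.37 to 0.02 when 15 min was left out. The largest increase at each of the later time points was that of ARAD1D17754g, with log2 differences of 4.33 ± 0.61 at 15 min, 7.53 ± 1.05 at 30 min, 5.36 ± 1.04 at 2 h and 5.71 ± 0.87 at 5 h (SD over 10 probes). Its mean log2 difference was 5.73 (standard error 0.53, unadjusted p = 0.000166 and Benjamini-Hochberg adjusted p = 0.280 from limma), and it was higher at 4 of 4 time points. At 30 min no probe of ARAD1D17754g was well above background with glucose. In such a case the value with protocatechuic acid was set against the higher of 2 values on the glucose array, that of the gene itself and the lowest among probes well above background, which gave an expression at least 185-fold higher. The largest decreases were those of ARAD1B02178g at 2 h and of ARAD1A06160g at 5 h. Their log2 differences were -2.62 ± 1.03 (SD over 10 probes) and -3.02 ± 1.34 (SD over 9 probes). The largest decrease at 15 min was -2.59 ± 0.31 (SD over 5 probes). The gene concerned was higher at the later times, with 0.42 at 30 min, 1.16 at 2 h and 0.34 at 5 h. The files do not pair these 4 identifiers with gene names.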

In order to learn which genes could potentially be responsible for protocatechuic acid degradation, the microarray data were searched in particular for those genes whose expression was strongly increased by protocatechuic acid supply and whose annotations or gene descriptions indicated hydroxylase activity. In this regard, we identified ARAD1C03498g, ARAD1D18392g, ARAD1D27984g, ARAD1C08580g, ARAD1C00330g, and ARAD1C08558g as the most promising candidates, with ARAD1C00330g showing the highest expression change. 

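Among these 6 genes, ARAD1C00330g had the highest mean log2 difference between protocatechuic acid and glucose and also the highest value at any time point. It is represented by 10 probes, none of which was well above background on any of the 4 glucose arrays, so only lower bounds can be given for its fold changes. The log2 difference was 0.83 ± 0.36 at 15 min, 1.79 ± 0.60 at 30 min, 1.59 ± 0.66 at 2 h and 0.50 ± 0.21 at 5 h (SD over probes), which makes expression at least 1.78-fold, 3.30-fold, 3.02-fold and 1.42-fold higher. The mean was 1.18 (standard error 0.25, unadjusted p = 0.00581 and Benjamini-Hochberg adjusted p = 0.715 from limma), at least 2.24-fold higher, with a value above 0 at 4 of 4 time points. With the scanner software's processed signal its mean was 4.66 and it passed the Bonferroni adjustment.

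ARAD1C03498g had a log2 difference of 1.28 ± 0.47 at 15 min, 0.17 ± 0.13 at 30 min, 0.13 ± 0.16 at 2 h and -0.18 ± 0.20 at 5 h (SD over 10 probes). Its mean of 0.35 fell to 0.04 when 15 min was left out. The log2 differences of the other 4 genes at the 4 time points lay between -0.38 and 0.24, and their means were -0.06 for ARAD1D18392g, -0.02 for ARAD1D27984g, 0.09 for ARAD1C08580g and -0.04 for ARAD1C08558g. The direction of the mean changed for ARAD1D18392g and ARAD1C08558g when the brightest probe of each gene was used (0.02 and 0.06), and for ARAD1D27984g with median scaling in place of quantile normalization (0.04). The 7 probes of ARAD1D27984g end at base 494 of a coding length of 1263 bases, and ARAD1C08580g has 3 probes, none of them well above background at 15 min with glucose or at 5 h with protocatechuic acid. After Benjamini-Hochberg adjustment the p from limma was between 0.715 and 0.976 for the 6 genes. Whether the probes under ARAD1D18392g and ARAD1D27984g measure the genes that the paper names is open. Their values differed from the shades in Supplementary Figure 8, read by eye. With identifiers read 660 lower on the array, a choice made after the values had been seen, ARAD1D18392g had 3.45 and ARAD1D27984g 0.87 at 30 min.

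**Figure D1:**
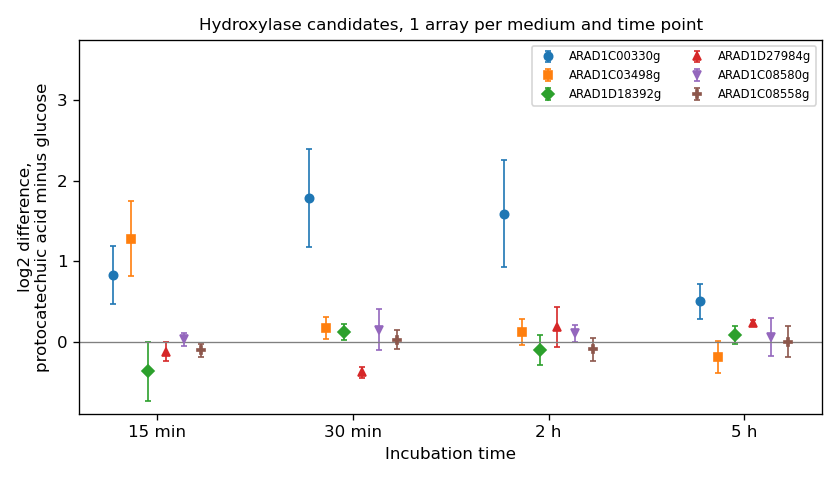
Log2 difference of the 6 candidate genes between protocatechuic acid and glucose (vertical axis) at 4 incubation times (horizontal axis), 1 array per medium and time point, with bars of 1 SD over the probes of a gene. ARAD1C00330g is highest at 30 min, 2 h and 5 h, and ARAD1C03498g at 15 min, where ARAD1C00330g is highest with an offset of 0, with the processed signal and by the brightest probe.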

Significant upregulation was also observed for genes encoding gallic acid decarboxylase 1 (*AGDC1*), catechol-1,2-dioxygenase (*ACDO1*) and tannase 1 (*ATAN1*) as well as for genes annotated as putative tannase 2 (*ATAN2*), oxalocrotonate decarboxylase, 2-oxopent-4-enoate hydratase and 4-hydroxy-2-oxovalerate aldolase (Supplementary Figure 7). These data suggest that additional enzymes are involved in tannic acid degradation. 

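Of these genes, ARAD1A09218g and ARAD1C00330g, both annotated as 2-oxopent-4-dienoate hydratase, had the largest mean log2 differences, 1.63 and 1.18. Which of them is higher is open, since the change of ARAD1C00330g is known only from below, by a bound of 1.16 on its mean, and with the processed signal the means were 2.35 and 4.66. For ARAD1A09218g the log2 difference was 0.82 ± 0.26 at 15 min, 2.43 ± 0.66 at 30 min, 1.85 ± 0.50 at 2 h and 1.42 ± 0.37 at 5 h (SD over 10 probes). Its mean of 1.63 came with a standard error of 0.27 (unadjusted p = 0.00234 and Benjamini-Hochberg adjusted p = 0.589 from limma), and the gene was higher at 4 of 4 time points. ARAD1A15158g, the oxalocrotonate decarboxylase gene, had log2 differences of 0.46 ± 0.26 at 15 min and 0.21 ± 0.17 at 5 h (SD over 10 probes). The value at 5 h is below the median of 0.421 of the spike-in control probes at this time. The value at 15 min was 0.88 with an offset of 16, 1.61 with an offset of 0 and 2.365 with the processed signal. With the mean over probes ARAD1A15158g had 0.43 at this time, and by the brightest probe 0.44. At 30 min and 2 h no probe of it was well above background with glucose, so that the values of 0.03 and 0.27 at these times are lower bounds, and its mean of 0.24 (unadjusted p = 0.0365 and Benjamini-Hochberg adjusted p = 0.867 from limma) rests on them in part. For ATAN1 (ARAD1A06094g), which was not well above background with glucose at 30 min, the mean was 0.03 and for ATAN2 (ARAD1A19822g) it was 0.08. Both means were below 0 when the brightest probe of each gene was used (-0.03 and -0.22). Other settings moved ATAN2 in both directions. Its log2 difference at 30 min was 0.17. It was 0.98 with an offset of 0 and 0.83 with the processed signal. Lower values came with the mean over probes (0.05), with probes well above background on at least 4 arrays (-0.14) and by the brightest probe (-0.37). The probes under the identifier of ACDO1, most of which end beyond its coding length, had log2 differences of 0.21 ± 0.10 at 15 min, 0.00 ± 0.45 at 30 min, 0.05 ± 0.11 at 2 h and -0.01 ± 0.10 at 5 h (SD over 10 probes), with a mean of 0.07. The probes under ARAD1D18348g, the identifier of the aldolase gene, had -0.29 ± 0.19 at 15 min, -0.36 ± 0.11 at 30 min, -0.04 ± 0.29 at 2 h and 0.15 ± 0.18 at 5 h (SD over 10 probes). Their value at 15 min was 0.10 by the brightest probe. Of 10 values of ARAD1D genes compared with shades in the paper's figures, 10 differed. At identifiers 660 lower, a reading chosen after the values had been seen, 8 came within the SD over probes. For that count, values past the end of the colour scale were set to its end. Whether probes under an ARAD1D identifier measure the paper's gene is open. No probe on the array carries the identifier of AGDC1, ARAD1C45716g, and no value is given for it.

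The paper names 24 genes by identifiers of this form in its text, Supplementary Table 5 and Supplementary Figures 7 and 8, and 22 of them have probes on the array. Of these, 0 passed the Bonferroni or the Benjamini-Hochberg adjustment over all genes tested with limma, and 3 had an unadjusted p under 0.05. With Benjamini-Hochberg values adjusted over the list alone, 0 were under 0.05 and the smallest was 0.0515. Part of the list was chosen by the study on the same arrays, so the values over the list are not independent evidence. Other genes have another source, such as ACDO1 from the genome annotation and ARAD1A17402g from a sequence search.

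**Figure D2:**
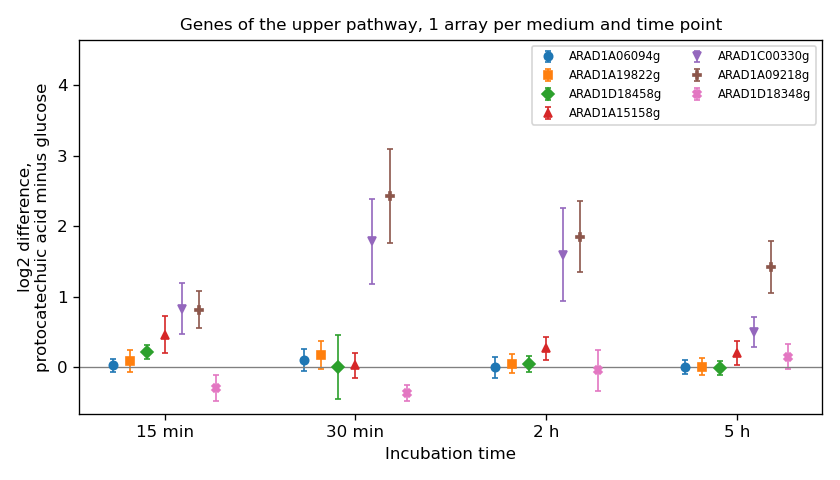
Log2 difference between protocatechuic acid and glucose (vertical axis) at 4 incubation times (horizontal axis) for the 7 genes of the upper part of the pathway that have probes, 1 array per medium and time point, with bars of 1 SD over the probes of a gene. ARAD1A09218g and ARAD1C00330g lie above the other 5 genes at all 4 time points, although at 15 min ARAD1A15158g lies above ARAD1A09218g with an offset of 0 and with the processed signal.

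From the upregulation of the genes that it lists, the paper proposes that further enzymes take part in the degradation of tannic acid.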

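The gene ARAD1D18502g, annotated as a phenol hydroxylase, had log2 differences between protocatechuic acid and glucose of 0.07 ± 0.16 at 15 min, -0.17 ± 0.11 at 30 min, -0.18 ± 0.15 at 2 h and 0.47 ± 0.13 at 5 h (SD over 6 probes), and its 6 probes end at base 480 of a coding length of 2061 bases. The 3-oxoadipate enol-lactone hydrolase gene ARAD1D18480g lay between -0.06 and 0.01 at the first 3 time points and had 0.52 ± 0.14 at 5 h (SD over 9 probes). Its mean of 0.11 was -0.03 when 5 h was left out. ARAD1D09306g, with the same annotation, had no probe well above background on any of the 4 glucose arrays or at 15 min with protocatechuic acid. No mean is given for it. At 5 h the spike-in control probes of the array had a median log2 difference of 0.421, and the largest was 0.609. The values of ARAD1D18502g and ARAD1D18480g at 5 h are not larger than this. ARAD1D18502g, ARAD1D18480g and ARAD1D09306g are among the ARAD1D identifiers whose values differed from the shades in the paper's figures. It is open whether their probes measure the genes that the paper names.

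The locus numbers of ACDO1 and 4 of the genes that the paper discusses lie between ARAD1D18348g and ARAD1D18502g. By the order of the numbers in the identifiers, 8 identifiers on the array fall in this range. The median of their mean log2 differences was 0.06, which is at percentile 93.6 among 5945 windows of 8 consecutive identifiers. This rests on the values at 15 min and 5 h, since the percentile was 21.2 at 30 min and 31.8 at 2 h, and without 5 h the median was -0.024, at percentile 53.5. With the processed signal the median was -0.029. Of the windows of 5 identifiers within this range, the highest had a median of 0.07, at percentile 90.6 among 5957 windows. If the range is read 660 lower on the array, a choice made after the values had been seen, its median was 1.62. That equals the highest median of any window of 8 identifiers. The values at the paper's own numbers therefore do not decide whether the genes around ACDO1 changed.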

In Supplementary Figure 8, an alternative protocatechuic acid degradation pathway is presented based on data from these microarray experiments and gene annotations available in databases. Supplementary Table 5 provides an overview of all open reading frames identified in this study and compares them to known genes with respect to sequence identities.

### Role of Acdo1p in *Blastobotrys raffinosifermentans* in Metabolizing Protocatechuic Acid

The enzyme Acdo1p is, similar to *B. raffinosifermentans* gallic acid decarboxylase 1, encoded by an inducible gene. The induction occurs in the presence of gallic acid as well as protocatechuic acid. The analysis of its *in vivo* role was enabled by the generation of the *B. raffinosifermentans* strains G1212/YIC102, G1212/YIC102-AYNI1-ACDO1-6H and G1235 [Δ*acdo1*]. The strains were cultivated at 30°C and 180 rpm on YMM-NaNO_3_ supplemented with 0.75% glucose, 0.25% gallic acid, 0.25% gallic acid + 0.5% glucose, 0.25% protocatechuic acid, and 0.25% protocatechuic acid + 0.5% glucose (all values in w/v) as the sole sources of carbon and energy. Growth behavior was monitored by dcw measurement (Figure 5). All strains performed best in medium supplemented with glucose as the sole source of carbon. Growth on glucose was not affected by the deletion of *ACDO1* (Figures 5A,D). Partial substitution of glucose with gallic acid (Figure 5C) led to a slight reduction of cell growth in all strains, e.g., at time-point 48 h, a dcw reduction of 24% was observed in the *ACDO1* overexpressing strain compared to growth on glucose as sole substrate (Figure 5A). Even more so when glucose was partially substituted with protocatechuic acid (Figure 5F), growth reduction of up to 50% was seen compared to growth on glucose alone (Figure 5D, *ACDO1* strain at 48 h, 5.87 g/L vs. 2.96 g/L). Notably, growth of the Δ*acdo1* deletion strain G1235 started to drop after 24 h (in 0.25% gallic acid and 0.5% glucose, Figure 5C) or 48 h, respectively (in 0.25% protocatechuic acid and 0.5% glucose, Figure 5F), whereas growth of control strain and overexpression strain remained rather constant. Weakest growth was observed in medium supplemented with 0.25% gallic acid or 0.25% protocatechuic acid as the sole source of carbon (Figures 5B,E). Under these conditions, growth of the *ACDO1* deletion strain G1235 [Δ*acdo1*] was completely inhibited.

**FIGURE 5:**
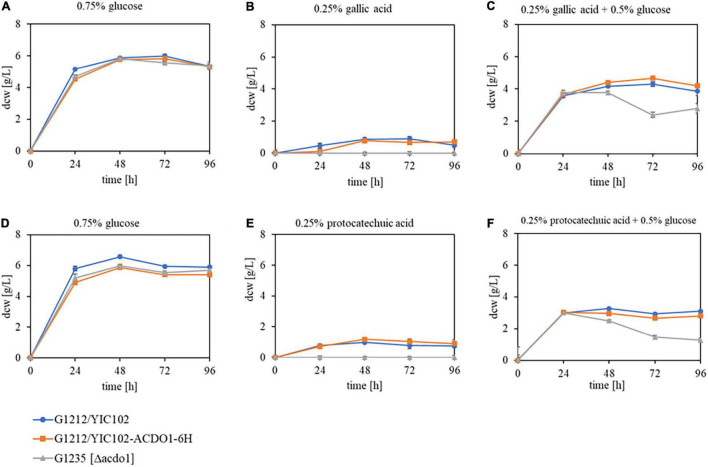
Growth behavior of *B. raffinosifermentans* strains G1212/YIC102 (control), G1212/YIC102-AYNI1-ACDO1-6H (ACDO1-6H overexpression) and G1235 [Δ*acdo1*] (*ACDO1* deletion). Strains were cultivated on HMM-NO_3_ supplemented with **(A,D)** 0.75% glucose, **(B)** 0.25% gallic acid, **(C)** 0.25% gallic acid + 0.5% glucose, **(E)** 0.25% protocatechuic acid, and **(F)** 0.25% protocatechuic acid + 0.5% glucose as the sole source of carbon. Error bars represent one standard deviation.

In a time course experiment, variations in catechol-1,2-dioxygenase activity and yield were measured for the control strain G1212/YIC102 and the ACDO1-6H overexpressing strain G1212/YIC102-ACDO1-6H after cultivation on various carbon sources. Both strains were cultivated at 30°C in shaking flasks on YMM-NaNO_3_ supplemented with 1.5% glucose, 0.5% protocatechuic acid or 0.5% protocatechuic acid + 1% glucose for up to 168 h (Figure 6). Enzyme activity was measured every 24 h *in vitro* using catechol as the substrate under the assay conditions described in Section “Determination of Catechol-1,2-Dioxygenase Activity,” with the modification that instead of pure enzyme, crude extract of the cells was used, obtained by disrupting the cells using a bead mill. In the presence of glucose as the sole carbon source, catechol-1,2-dioxygenase activity was virtually absent from crude extract of *B. raffinosifermentans* G1212/YIC102 (Figure 6A) but was prominently present and showing a strong increase in time in strain G1212/YIC102- ACDO1-6H ultimately reaching 280.6 U/L and 26.9 U/g of dry cell weight (Figure 6D). When protocatechuic acid was the sole carbon source, both control strain G1212/YIC102 and overexpressing strain G1212/YIC102-ACDO1-6H showed a similar strong increase of catechol-1,2-dioxygenase activity with time (Figures 6B,E). In medium containing 0.5% protocatechuic acid and 1% glucose, enzyme activity initially remained low before a distinct increase after 72 h of incubation (Figures 6C,F). Whereas in the control strain enzyme activity reached 76 U/L, in the overexpressing strain it reached 150 U/L.

**FIGURE 6:**
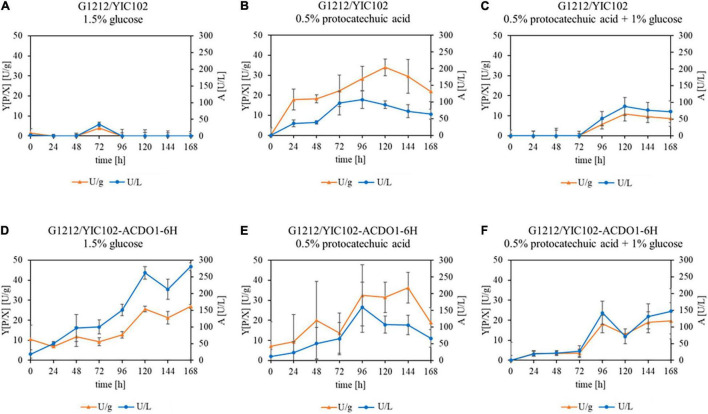
Acdo1-6hp activity in *B. raffinosifermentans* strains G1212/YIC102 (control) and G1212/YIC102-ACDO1-6H (ACDO1-6H overexpression). The diagrams show the results of in vitro activity assays with crude extract of **(A–C)** control and **(D–F)** ACDO1-6H overexpressing strains. Cells were harvested every 24 h after cultivation on YMM-NaNO_3_ with 1.5% glucose, 0.5% protocatechuic acid, or 1% glucose plus 0.5% protocatechuic acid as the carbon source, were disrupted using a bead mill, and crude extract was used under the assay conditions described in Section “Determination of Catechol-1,2-Dioxygenase Activity” with catechol as the substrate. Error bars represent one standard deviation.

### Metabolite Analysis During Degradation of Gallic Acid and Protocatechuic Acid by *Blastobotrys raffinosifermentans*

To investigate the *in vivo* transformation of protocatechuic acid, *B. raffinosifermentans* strains G1212/YIC102 (control), G1212/YIC102-AYNI1-ACDO1-6H (overexpression of *ACDO1- 6H*) and G1235 [Δ*acdo1*] were cultivated on HMM-NaNO_3_ supplemented with 0.25% protocatechuic acid or with 0.25% protocatechuic acid + 0.5% glucose (Figure 7). In the presence of protocatechuic acid as the sole source of carbon, control and G1212/YIC102-AYNI1-ACDO1-6H strain achieved complete consumption of protocatechuic acid within 48 h of cultivation while consumption in the deletion strain G1235 [Δ*acdo1*] remained incomplete (Figures 7A–C). In medium supplemented with 0.25% protocatechuic acid + 0.5% glucose, control and G1212/YIC102-AYNI1-ACDO1-6H strains achieved complete consumption of protocatechuic acid not before 72 h of cultivation (Figures 7D,E). Under the same conditions, deletion strain G1235 [Δ*acdo1*] started protocatechuic acid consumption after 24 h of cultivation reaching complete depletion at the end of the cultivation period (Figure 7F). The degradation products identified during cultivation differed for all strains (Supplementary Figure 9). In the control and overexpressing strain G1212/YIC102-AYNI1-ACDO1-6H, catechol and *cis,cis*-muconic acid were detected. In the control strain grown on medium containing 0.25% protocatechuic acid, catechol reached a maximum concentration of ∼0.27 g/L after 24 h of cultivation while *cis,cis*-muconic acid reached a maximum concentration of ∼0.3 g/L after 48 h (Figure 7A). When the control strain was grown on 0.25% protocatechuic acid + 0.5% glucose, maximum values for catechol (∼0.23 g/L) were reached after 48 h of cultivation, whereas *cis,cis*-muconic acid reached ∼0.36 g/L after 72 h of cultivation (Figure 7D). For the overexpression strain grown on medium supplemented with 0.25% protocatechuic acid, the maximum values were 0.09 g/L catechol after 24 h and 0.35 g/L *cis,cis*-muconic acid after 48 h (Figure 7B). In the presence of 0.25% protocatechuic acid and 0.5% glucose, the maximum results were 0.07 g/L catechol after 48 h and 0.45 g/L *cis,cis*-muconic acid after 72 h (Figure 7E). During cultivation of the deletion strain G1235 [Δ*acdo1*] in the presence of 0.25% protocatechuic acid, hydroxyquinol (maximum 0.24 g/L after 24 h) and catechol (maximum 0.185 g/L after 48 h) were detected. Notably, 0.9 g/L of the substrate protocatechuic acid was still detectable in the medium even after 96 h (Figure 7C). When the same strain was cultivated on medium supplemented with 0.25% protocatechuic acid + 0.5% glucose, catechol (maximum 0.28 g/L after 72 h) and hydroxyquinol (maximum 0.09 g/L after 24 h) were identified (Figure 7F).

**FIGURE 7:**
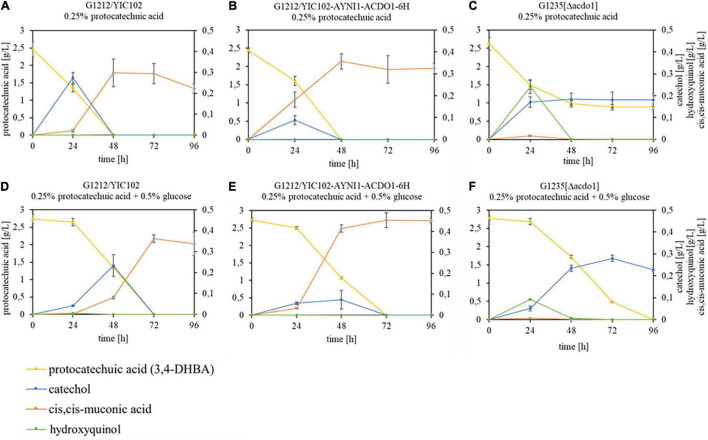
GC-MS analysis of substrate – product conversion during cultivation of *B. raffinosifermentans* on protocatechuic acid. **(A,D)** *B. raffinosifermentans* G1212/YIC102; **(B,E)** *B. raffinosifermentans* G1212/YIC102-AYNI1-ACDO1-6H; **(C,F)** *B. raffinosifermentans* G1235 [Δ*acdo1*]. Strains were cultivated on HMM-NaNO_3_ supplemented with 0.25% protocatechuic acid **(A–C)** or with 0.25% protocatechuic acid plus 0.5% glucose **(D–F)**. Protocatechuic acid concentration is displayed on the left *y*-axis; catechol, *cis,cis*-muconic acid and hydroxyquinol concentrations are displayed on the right *y*-axis. Error bars represent one standard deviation.

In an additional experiment, *B. raffinosifermentans* strains G1212/YIC102, G1212/YIC102-AYNI1-ACDO1-6H and G1235 [Δ*acdo1*] were cultivated on HMM-NaNO_3_ supplemented with either 0.25% gallic acid or with 0.25% gallic acid + 0.5% glucose. When gallic acid was the sole source of carbon, the control and G1212/YIC102-AYNI1-ACDO1-6H strain achieved complete degradation of gallic acid within 48 h and within 72 h when glucose was added (Figures 8A,B,D,E). Similar to the experiments using protocatechuic acid, the deletion mutant G1235 [Δ*acdo1*] failed to completely degrade gallic acid under both culture conditions (Figures 8C,F). For the control strain grown in gallic acid-containing medium without and with 0.5% glucose, ∼0.3 g/L and ∼0.55 g/L, respectively, of the gallic acid breakdown (decarboxylation) product pyrogallol was detected (Figures 8A,D). In contrast, only trace amounts of pyrogallol were detected in cultures of the overexpressing strain G1212/YIC102-AYNI1-ACDO1-6H (Figures 8B,E). Finally, the highest pyrogallol concentrations at over 1.2 g/L in both cultivation conditions were measured in the deletion strain (Figures 8C,F).

**FIGURE 8:**
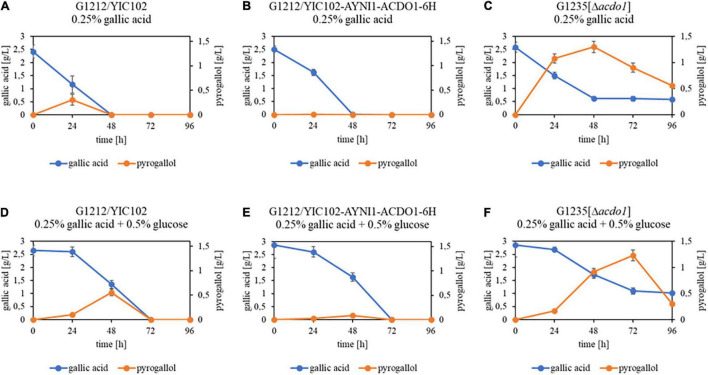
GC-MS analysis of substrate – product conversion during cultivation of *B. raffinosifermentans* on gallic acid. **(A,D)** *B. raffinosifermentans* G1212/YIC102; **(B,E)** *B. raffinosifermentans* G1212/YIC102-AYNI1-ACDO1-6H; **(C,F)** *B. raffinosifermentans* G1235 [Δ*acdo1*]. Strains were cultivated on YMM-NaNO_3_ supplemented with 0.25% gallic acid **(A–C)** or with 0.25% gallic acid plus 0.5% glucose **(D–F)**. Error bars represent one standard deviation.

## Discussion

*Blastobotrys raffinosifermentans* is a relatively recently discovered non-conventional, non-pathogenic, imperfect, haploid yeast species, belonging to the subphylum *Saccharomycotina*. An interesting feature of *B. raffinosifermentans* is the presence of many metabolic pathways, including the degradation of *n*-butanol, purines, and tannins (Bischoff et al., 2017). The present study is dedicated to the investigation of catechol-1,2-dioxygenase and its function in the catabolism of aromatic compounds in *B. raffinosifermentans*.

Ring fission by oxygenases is considered to be the main strategy in the degradation of aromatic structures (Fetzner, 2012; Hu and Wu, 2012; Zhang et al., 2012). Depending on the exact position of cleavage, two groups of dioxygenases are distinguished: intradiol and extradiol dioxygenases. In the *B. raffinosifermentans* genome, a single gene could be annotated as catechol-1,2-dioxygenase, belonging to the family of intradiol oxygenases. Protein sequence alignment to a catechol-1,2-dioxygenase from *Candida albicans* (P86029) revealed 34.5% identity. Further alignments of Acdo1p and known bacterial and fungal intradiol ring cleavage dioxygenases are given in Figure 1 and Supplementary Figure 10. The phylogenetic tree in Figure 2 shows that Acdo1p is evolutionarily most closely related to two enzymes of *Aspergillus niger*, whereas representatives of *Aspergillus nidulans*, of the *Candida* clade and enzymes of bacterial origin are more distant.

Enzymes involved in the catabolism of gallic acid and its derivatives, including most reaction products, are considered to be encoded by inducible genes. By ensuring that enzymes are only produced when substrates are present, microorganisms optimize their energy consumption. When *B. raffinosifermentans* control strain G1212/YIC102 and overexpression strain G1212/YIC102-AYNI1-ACDO1-6H were cultivated on YMM-glucose-NaNO_3_, catechol-1,2-dioxygenase activity was only detected in G1212/YIC102-AYNI1-ACDO1-6H (Figures 6A,D), which has non-native induction of this enzyme. This finding indicates that Acdo1p, similar to the gallic acid decarboxylating enzyme Agdc1p (Meier et al., 2017), is inducible, which was subsequently confirmed by a nested qRT-PCR assay (Figure 4). Similar to *AGDC1*, the *ACDO1* gene was also found to be induced by the presence of gallic acid and protocatechuic acid, the direct precursors of pyrogallol and catechol, respectively, in the tannic acid metabolic pathway of *B. raffinosifermentans*. Moreover, for both genes *AGDC1* and *ACDO1*, highest relative induction levels were observed after 8 h cultivation (Figure 4). The relative expression level of *ACDO1* for protocatechuic acid was approximately 86% lower than that for gallic acid. The analysis of *AGDC1* and *ACDO1* promotors exhibited that they share no identical sequences (see Results Section “Expression Analysis of *ACDO1* on Various Carbon Sources”). It is therefore possible that they are activated differently by specific regulatory elements. Glucose and hydroxylated aromatic acids other than protocatechuic acid and gallic acid that were tested in this study did not show any positive effect on *ACDO1* expression (Figure 4). A similar result was also found for *B. raffinosifermentans* gallic acid decarboxylase, where non-substrate substances had no effect on gene expression (Meier et al., 2017). Induced expression by the presence of enzyme substrates seems to be a common feature of many recently identified genes encoding catechol-1,2-dioxygenases (McFall et al., 1998; Suzuki et al., 2002; Wojcieszynska et al., 2011). However, in other fungal species, catechol-1,2-dioxygenase can also be induced by substrates other than catechol. Martins et al. (2015) showed that in *Aspergillus nidulans*, salicylic acid (2-hydroxybenzoic acid) and benzoic acid also led to the induction of putative catechol-1,2-dioxygenase genes (e.g., AN4532). They confirmed catechol formation from salicylate either directly using decarboxylating salicylate 1-monooxygenase (AN2114) or in a two-step reaction, first converting salicylate to the intermediate 2,3-dihydroxybenzoate by a phenol 2-monooxygenase (AN7418), followed by a non-oxidative decarboxylation step using 2,3-dihydroxybenzoate carboxylase (AN6723, EC 4.1.1.46). The resulting catechol is then rapidly converted to *cis,cis*-muconic acid.

In *A. niger*, Lubbers et al. (2021) identified a salicylate hydroxylase (ShyA) in the salicylic acid metabolic pathway that is able to directly convert salicylate to catechol, hence inducing downstream catechol-1,2-dioxygenase (CrcA) activity. Alternatively, catechol production from the intermediate 2,3-dihydroxybenzoate by means of DhbA was also suggested. Our gene expression data show that 2,3-dihydroxybenzoate does not induce catechol-1,2-dioxygenase activity in *B. raffinosifermentans* (Figure 4), which does not support non-oxidative decarboxylation of 2,3-dihydroxybenzoic acid by a not yet identified 2,3-dihydroxybenzoic acid decarboxylase. On the other hand, the induction of catechol-1,2-dioxygenase by salicylic acid after conversion to catechol by a salicylate hydroxylase is a possible pathway, however, salicylic acid was not tested as a substrate in our study.

The activity of enzymes that degrade aromatic compounds could also be controlled by a higher-level mechanism. Arentshorst et al. (2021) recently identified a TanR/TanX transcriptional activator-repressor module in *A. niger* that is required to control degradation of tannic acid by inducing the expression of tannases and the utilization of gallic acid. A model was suggested, where binding of an inducer to the putative repressor protein would lead to the dissociation of the repressor from the transcription factor/repressor complex, hence activating the transcription factor. However, the inducer in case of the gallic acid utilization pathway is still unknown. Interestingly, the deletion of the gene encoding the putative repressor protein TanX led to the constitutive expression of at least two tannase degrading enzymes, which can be useful when trying to biotechnologically produce aromatic-degrading enzymes without having to rely on the presence of a specific inducer, especially since overexpression of the transcription factor TanR could also lead to constitutive gene expression.

The *in vitro* analysis of *B. raffinosifermentans* catechol-1,2-dioxygenase properties was based on the construction of the *B. raffinosifermentans* strain G1212/YIC102-AYNI1-ACDO1-6H, which allowed expression of recombinant protein with a C-terminal 6His-tag (Acdo1-6hp). The enzyme was successfully purified and characterized (Table 1). SDS-PAGE and Western Blot analysis confirmed a predicted molecular mass of 37.76 kDa for the denatured protein (Supplementary Figure 4A). Size exclusion chromatography of the native protein showed a molecular mass of 79.7 kDa, thus indicating that Acdo1-6hp is a dimeric protein, similar to most known catechol-1,2-dioxygenases (Briganti et al., 1997; Strachan et al., 1998; Potrawfke et al., 2001; Tsai and Li, 2007). Also similar to other catechol-1,2-dioxygenases, the optimum pH for *B. raffinosifermentans* catechol-1,2-dioxygenase is between pH 7.0 – 8.0 with the highest activity measured at pH 7.5 (Briganti et al., 1997; Wang et al., 2001; Camargo et al., 2012; Guzik et al., 2013; Supplementary Figure 4B). Acdo1-6hp is stable (more than 85% of maximum activity) between 4 and 30°C for at least 23 h. An increase of the temperature to 40°C led to a decrease of the enzyme activity to 85% after 7 h and to complete loss of activity after 23 h. At 50°C, the enzyme activity dropped to 60% within 1 h and was completely absent after 7 h of incubation (Supplementary Figure 5). A catechol-1,2-dioxygenase described by Tsai and Li (2007) in *Candida albicans* TL3 was also found to be stable for 30 min up to 40°C, however, longer incubation times were not assayed. Long et al. (2016) described a catechol-1,2-dioxygenase from *Candida tropicalis* JH8 and observed less than 85% activity of the enzyme after only 1 h at 30°C and only residual activity of about 20% after 20 h, whereas Acdo1p shows still more than 85% of maximum activity.

Acdo1-6hp is also more stable compared to recently described bacterial enzymes. Incubating the enzyme at up to 35°C for 3 h kept catechol-1,2-dioxygenase from *Paracoccus* sp. (Aravind et al., 2021) stable, but at 40°C, relative activity dropped to 60%. Guzik et al. (2013) characterized a catechol-1,2-dioxygenase from *Stenotrophomonas maltophilia* strain KB2 with maximum activity at 40°C, but found this enzyme to be not very stable at this temperature (with a half-life at 40°C of 3 h). These results indicate that thermal stability of Acdo1p can be superior to many other known bacterial and fungal intradiol dioxygenases, especially when longer incubation processes at 40°C are required. Purified Acdo1-6hp, stored at 4°C in PBS buffer pH 7.4, retains 99% activity after 55 days. In contrast, stored as crude extract at 4°C, the enzyme loses 60% of initial activity within 2 days. A similar behavior was reported for catechol-1,2-dioxygenases from *Acinetobacter radioresistens* (Briganti et al., 1997) and *Rhodococcus rhodochrous* NCIMB 13259 (Strachan et al., 1998). Freezing of the enzyme, however, results in complete loss of activity.

A number of potential cofactors, mainly metal ions, were tested for their ability to influence Acdo1-6hp activity (Table 2). The strongest inhibiting effect was exerted by AlCl_3_ and ZnSO_4_. However, also the commercial protease inhibitor cocktail (cOmplete™ EDTA-free Protease Inhibitor Cocktail) initially used during the purification procedure almost completely abolished enzyme activity. This is a reminder that protease inhibitors used during enzyme purification have to be selected with care. Addition of iron salts to the reaction mixture also had a negative impact on Acdo1-6hp activity. In general, sulfate salts, with the exception of manganese-sulfate, decreased the activity of catechol-1,2-dioxygenase more than chloride salts.

Of the hydroxylated aromatic compounds used in a substrate specificity test (Table 4), the expected products of catechol-1,2-dioxygenase activity were only found for catechol, pyrogallol and hydroxyquinol. Degradation of catechol leads to the production of *cis,cis*-muconic acid, which indicates that, as expected for a catechol-1,2-dioxygenase, Acdo1-6hp is an intradiol dioxygenase and is not able to cleave the aromatic ring in position 2,3, where the formation of 2-hydroxymuconate semialdehyde would be expected. The kinetic parameters of the *in vitro* degradation of catechol, pyrogallol and hydroxyquinol by catechol-1,2-dioxygenase (Table 3) revealed the highest affinity for catechol (*K*_M_ = 4.0 ± 1.0 μM) compared with hydroxyquinol (*K*_*M*_ = 8.1 ± 1.9 μM) and pyrogallol (*K*_M_ = 101 ± 19 μM). Aravind et al. (2021) had presented a comprehensive comparison of *K*_M_ values of different bacterial catechol-1,2-dioxygenases. Their listing showed values that varied from 1.1 μM for *Rhodococcus rhodochrous* or 1.4 μM for *Rhodococcus opacus* to 85.19 μM in *Pseudomonas putida*. Beyond this comparison, other catechol-1,2-dioxygenases with substantially higher substrate affinity were identified in *Alcaligenes eutrophus* and *Pseudomonas* sp. strain MT1 (Sauret-Ignazi et al., 1996; Cámara et al., 2007). And although the catalytic efficiency of the enzyme in *B. raffinosifermentans* (*k*_cat_/*K*_M_ = 3.9 μM^–1^ s^–1^) is higher than that of *Rhodococcus opacus* 1CP and of one dioxygenase in *Pseudomonas sp*. strain MT1 (C12O_salD_) (3.4 and 1 μM^–1^ s^–1^, respectively), a variety of other bacterial enzymes show substantially greater *k*_cat_/*K*_M_ values (Table 5).

**TABLE 5:** Kinetic parameters for catechol-1,2-dioxygenases of bacterial and fungal origin toward catechol.

Source	*K*_M_ (μM)	*k*_cat_ (s^–1^)	*k*_cat_/*K*_M_ (μM^–1^ s^–1^)	References
*B. raffinosifermentans* (Acdo1p)	4.0	15.6	3.9	This study
*Acinetobacter radioresistens* LMG S13 (CatA)	2.04	24.2	11.8	Micalella et al., 2011
*Alcaligenes eutrophus* CH34 (CatA)	0.25	20	67	Sauret-Ignazi et al., 1996
*Rhodococcus rhodochrous* (CatA)	1.1	11.6	9.7	Strachan et al., 1998
*Pseudomonas* sp. strain MT1 (C12O*_catA_*)	0.8	8.7	10.9	Cámara et al., 2007
*Pseudomonas* sp. strain MT1 (C12O*_salD_*)	7.5	7.5	1	Cámara et al., 2007
*Rhodococcus opacus* 1CP (CatA)	3	10.2	3.4	Matera et al., 2010
*Aspergillus niger* UBC 814	52	-	-	Ninnekar and Vaidyanathan, 1981
*Candida tropicalis* JH8 (Cato)	9.2	-	-	Long et al., 2016
*Candida albicans* TL3 (HQD2)	9.3	28	3.0	Tsai and Li, 2007
*Trichosporon cutaneum* WY 2-2	9.0	-	-	Itoh, 1981
*A. niger* NRRL3_02644 (HqdA)	7.6	0.32	0.04	Semana and Powlowski, 2019
*A. niger* NRRL3_04787 (CrcA)	2.4	8.96	3.67	Semana and Powlowski, 2019
*A. niger* NRRL3_05330	20.5	0.44	0.021	Semana and Powlowski, 2019

In contrast, reliable data on kinetic parameters of fungal catechol-1,2-dioxygenases are much less available. Ninnekar and Vaidyanathan (1981) had characterized the corresponding enzyme in *Aspergillus niger* and found a *K*_*M*_ value of 52 μM. In the same year, Itoh (1981) determined a *K*_*M*_ of 9.0 μM in the yeast *Trichosporon cutaneum* WY 2-2. At a similar level, lagging behind the affinity of Acdo1p, are the values of *Candida tropicalis* JH8 and *Candida albicans* TM3 (9.2 and 9.3 μM, respectively) (Tsai and Li, 2007; Long et al., 2016). For *C. albicans*, the catalytic efficiency *k*_*cat*_/*K*_*M*_ is given as 3.0 μM^–1^ s^–1^, which is also exceeded by Acdo1p. Last but not least, the *k*_*cat*_/*K*_*M*_ values of three recently discovered intradiol ring cleavage dioxygenases in *A. niger* are also less than those of Acdo1p, which thus appears to be superior to other catechol-1,2-dioxygenases of fungal origin in terms of both affinity and catalytic efficiency.

To investigate the *in vivo* role of Acdo1p in tannin catabolism by *B. raffinosifermentans*, a deletion mutant strain, G1235 [Δ*acdo1*] as well as an overexpressing *ACDO1* strain (G1212/YIC102-AYNI1-ACDO1-6H) were constructed. The deletion mutant G1235 [Δ*acdo1*], which did not grow on medium supplemented with only gallic acid or protocatechuic acid as the sole source of carbon, showed growth for 24 h when 0.5% glucose was added (Figures 5C,F). This confirms the importance of Acdo1p in the catabolism of at least these two hydroxylated aromatic acids. GC-MS analysis of the supernatant revealed that when gallic acid was the sole source of carbon, it was completely metabolized by the control and overexpression strain G1212/YIC102-AYNI1-ACDO1-6H within 48 h of cultivation, whereas incomplete metabolism was measured for the deletion mutant (Figure 8). Supplementing glucose as an additional carbon source delayed the degradation of gallic acid by about 24 h. In the spent medium of control and deletion mutant strains, the only gallic acid degradation product detected was pyrogallol. Further degradation of pyrogallol by G1235 [Δ*acdo1*] was very slow, thus pyrogallol could be detected throughout the whole cultivation process (Figures 8C,F). The culture medium of overexpression strain G1212/YIC102-AYNI1-ACDO1-6H contained only trace amounts of pyrogallol, indicating a significantly accelerated degradation process (Figures 8B,E). *In vitro* analysis confirmed the affinity of Acdo1-6hp for pyrogallol (Table 3), and nested quantitative RT-PCR as well as microarray analysis confirmed the induction of *B. raffinosifermentans* catechol-1,2-dioxygenase by gallic acid (Figure 4; Meier et al., 2017, GEO accession GSE195801). When Sietmann et al. (2010) investigated pyrogallol transformation by wild-type *B. raffinosifermentans* by GC-MS analysis, they detected a product showing similarities with *cis,cis*-muconic acid. They proposed 2-hydroxymuconic acid as a transformation product, which fits our *in vitro* enzyme analysis of purified Acdo1-6hp (Table 4). Therefore, although pyrogallol degradation products were not identified in our study, 2-hydroxymuconic acid remains the most likely product. However, an enzyme responsible for the further degradation of 2-hydroxymuconic acid has not been identified. Also, a possible spontaneous isomerization of 2-hydroxymuconic acid into oxalocrotonate (Subramanya et al., 1996) creates uncertainty in the proposed tannic acid degradation pathway (Supplementary Figure 7). Further investigations will be indispensable to identify these so-far elusive degradation products.

*Blastobotrys raffinosifermentans* gallic acid decarboxylase is involved in the decarboxylation of both gallic acid and protocatechuic acid (Meier et al., 2017). Investigations of the *in vivo* role of gallic acid decarboxylase (Agdc1p) in *B. raffinosifermentans* had revealed that removal of the carboxylic group is not the only path for the degradation of protocatechuic acid (Meier et al., 2017). The spent culture media of the strains G1212/YIC102, G1212/YIC102-AYNI1-ACDO1-6H and G1235 [Δ*acdo1*] grown on HMM-NaNO_3_ supplemented with 0.25% protocatechuic acid or 0.25% protocatechuic acid and 0.5% glucose were therefore screened by GC-MS analysis for the presence of possible protocatechuic acid degradation products. The only reaction products detected during cultivation of the control strain G1212/YIC102 and the overexpression strain G1212/YIC102-AYNI1-ACDO1-6H were catechol and *cis,cis*-muconic acid (Figures 7A,B,D,E). However, the rate at which the products were formed and their maximum concentrations measured in the medium depended strongly on the genotype and medium used. In the cultures in which protocatechuic acid served as the sole substrate, catechol was measured after only 24 h in both the control strain and the overexpressing strain, indicating rapid utilization of the substrate (Figures 7A,B). However, in the *ACDO1* overexpressing strain, the maximum measured catechol concentration was much lower than in the wild-type strain, indicating that the overexpressed catechol-1,2-dioxygenase converted the newly formed catechol to *cis,cis*-muconic acid more rapidly than the wild-type strain. Accordingly, the rate of *cis,cis*-muconic acid formation also differs. Whereas the wild type only completely converted catechol after 48 h, in the overexpression strain, the maximum *cis,cis*-muconic acid concentration was observed after 24 h. The fact that the product concentration remains constant for a longer period thereafter also indicates that, as expected, catechol-1,2-dioxygenase overexpression has no effect on downstream degradation processes, which could be confirmed by a longer observation time beyond 96 h. The delayed catechol formation in the medium with protocatechuic acid and added glucose (Figures 7D,E) suggests that glucose is first used as a carbon source before the degradation of protocatechuic acid takes place. But again, the downstream step of catechol degradation occurred much faster in the overexpression strain.

In contrast, the G1235 [Δ*acdo1*] deletion mutant showed a different pattern, and degradation of protocatechuic acid was incomplete when this served as the sole source of carbon. In the supernatants, the products catechol and hydroxyquinol were found after 24 h (Figure 7C). Although the initial catechol formation resembled that in the control strain, there was almost no conversion to *cis,cis*-muconic acid. This can be seen as an indication that the deleted catechol-1,2-dioxygenase is not substituted by another enzyme. However, glucose as an additional carbon source leads to complete protocatechuic acid degradation (Figure 7F).

These results indicate that degradation of protocatechuic acid through catechol in *B. raffinosifermentans* is the preferred but not the only metabolic route. The normal microbial strategy of direct ring cleavage of protocatechuic acid is unlikely, which is supported by the fact, that when protocatechuate 3,4-dioxygenase PrcA of *A. niger* (A2R1P9.1, Lubbers et al., 2019) was compared with the *B. raffinosifermentans* genome using BlastP in the GRYC yeast database (see footnote 5), the best hit was to Acdo1p (ARAD1D18458g) with 33.2% identity. However, since we had previously shown that Acdo1p does not accept protocatechuic acid as substrate (Table 4), ring cleavage by this or another enzyme with even less sequence identity to PrcA seems very unlikely.

Hydroxyquinol has also been detected in the supernatant of *B. raffinosifermentans* LS3 cultures (Sietmann et al., 2010), indicating a simultaneous oxidative and non-oxidative decarboxylation of protocatechuic acid. The oxidative decarboxylation of protocatechuic acid through hydroxyquinol was already described for the pathogenic yeasts *Candida parapsilosis* and *Rhodotorula rubra* (Eppink et al., 1997; Holesova et al., 2011) and has also recently been shown in the filamentous fungus *A. niger*, where a gene annotated as protocatechuate hydroxylase (*phyA*) was identified using whole-genome transcriptome data (Lubbers and de Vries, 2021). Our GC-MS analysis of supernatant metabolites showed only trace amounts (∼0.01 g/L) of hydroxyquinol in the case of the *B. raffinosifermentans* control strain (Figure 7D). Microarray data analysis pointed to a number of potential 4-hydroxybenzoate 1-hydroxylase candidate enzymes converting protocatechuic acid into hydroxyquinol (ARAD1C03498g, ARAD1D18392g, ARAD1D27984g, ARAD1C08580g, ARAD1C00330g, and ARAD1C08558g), based on gene annotations, descriptions and Gene Ontology terms (see Results Section “Expression Analysis of *ACDO1* on Various Carbon Sources” and Supplementary Figure 8). In order to gain more information on these genes, a BlastP search of the above mentioned protocatechuate hydroxylase (PhyA) against the *B. raffinosifermentans* genome was performed and resulted in four hits of more than 30 percent identity. One of them, ARAD1A17402g, is described in our genome data to exert monooxygenase or oxidoreductase activity. 

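On the expression arrays, ARAD1A17402g was well above background on 2 of 4 arrays with glucose and on 1 of 4 with protocatechuic acid. Its log2 difference between protocatechuic acid and glucose was -0.22 ± 0.17 at 15 min (SD over 10 probes). At 30 min and 2 h the gene was not well above background with either medium, and at 5 h it was not with protocatechuic acid, so that no change is given for these times. At these later times a change in its expression was not detectable at this signal.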

Three genes, however, had already been candidates from our microarray data: ARAD1C08558g (35.9% identity), ARAD1D18392g (34.3% identity), and the gene with the strongest match, ARAD1D27984g (51.8% identity), the last one being designated as salicylate hydroxylase (Supplementary Table 5). Future *in vivo* studies must show whether one of these genes represent functional 4-hydroxybenzoate 1-hydroxylases in *B. raffinosifermentans*.

Another gene annotated as phenol hydroxylase, ARAD1D18502g, is probably also involved in this degradation pathway and catalyzes the conversion of catechol into hydroxyquinol. Interestingly, a sequence alignment showed 29.2% identity with PhhA from *A. niger* and 46.5% identity with Mnx3 from *C. parapsilosis* (Supplementary Table 5). A proposed pathway for the degradation of protocatechuic acid by *B. raffinosifermentans* is shown in Figure 9.

**FIGURE 9:**
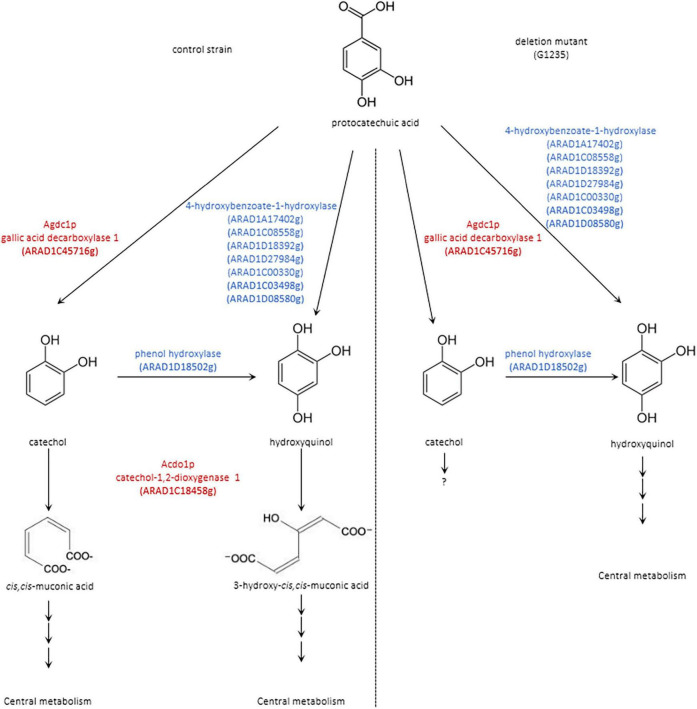
Proposed pathway for the degradation of protocatechuic acid in *B. raffinosifermentans* **(left)** control strain and **(right)** deletion mutant. Scheme shows compounds detected by GC-MS analysis in black; proposed enzymes involved in putative reactions are shown in blue. Agdc1p = gallic acid decarboxylase and Acdo1p = catechol-1,2-dioxygenase are highlighted in red.

In this study, physiological and transcriptome analysis was used to unravel the catabolism of hydroxylated aromatic acids in *B. raffinosifermentans*. The results confirmed that the genes encoding enzymes involved in the catabolic pathway of gallic acid and protocatechuic acid are inducible and that aromatic acid substrates are the inducers. Our previous study had shown that the construction of gallic acid decarboxylase disruption mutants proved gallic acid decarboxylase (Agdc1p) to be the only enzyme responsible for the transformation of gallic acid (Meier et al., 2017). In contrast to this, this new study using catechol-1,2-dioxygenase disruption mutants showed that, in the absence of Acdo1p, an alternative pathway takes over the degradation of protocatechuic acid. Both the substrate specificity and the ability for long-term storage without significant loss of activity make *B. raffinosifermentans* catechol-1,2-dioxygenase (Acdo1p) a promising enzyme candidate for commercial use. In particular, the enzyme could be used in a number of industrial applications, such as bioremediation processes or chemical synthesis. Further optimization of culture conditions as well as strain engineering could also contribute to a more efficient conversion of protocatechuic acid to *cis,cis*-muconic acid. *B. raffinosifermentans* has already proven to be a good alternative host relative to *S. cerevisiae* in the past (Brückner et al., 2018), especially when chemical synthesis is to be combined with bioremediation processes. Catechol-1,2-dioxygenase (Acdo1p) is another example of how the use of *B. raffinosifermentans*’ own enzymes can help to improve the production of industrially relevant chemicals.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE195808.

## Author Contributions

AM carried out the construction of the *E. coli* and *B. raffinosifermentans* strains, enzyme activities determination, and Acdo1p analysis, prepared the quantitative reverse transcriptase PCR analysis. AM, AH, MM, and SW participated in microarray design, hybridization, gene annotation, and gene expression analysis as well as visualization. AM and FM performed the GC–MS analysis. MM and AM prepared the microscopic analysis. RB gave several useful suggestions. AM, FM, and GK drafted the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

ACDO1 gene: catechol-1,2-dioxygenase 1 gene from *B. raffinosifermentans*
Acdo1p: catechol-1,2-dioxygenase 1 protein from *B. raffinosifermentans*
AGDC1 gene: gallic acid decarboxylase 1 gene from *B. raffinosifermentans*
Agdc1p: gallic acid decarboxylase 1 protein from *B. raffinosifermentans*
dcw: dry cell weight
YRC: yeast rDNA integrative expression cassette
YIC: yeast integrative expression cassette
YEPD: complex medium
YMM: yeast minimal medium
U: unit
ORF: open reading frame.

# Supplementary material for: Characterization of Catechol-1,2-Dioxygenase (Acdo1p) From Blastobotrys raffinosifermentans and Investigation of Its Role in the Catabolism of Aromatic Compounds
**Source:** Front Microbiol. 2022 Jun 3;13:872298. doi: 10.3389/fmicb.2022.872298
**Supplement:** Supplementary file 1

**Supplementary Table 1.** List of bacteria and yeast strains used in this study

| Strain                                     | Description                                                                                                                                                                                                                                         | Company / Reference                             |
|--------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------|
| <i>E. coli</i> XL1 blue                    | [ <i>recA1</i> , <i>endA1</i> , <i>gyrA96</i> , <i>thi-1</i> , <i>hsdR17</i> , <i>supE44</i> , <i>relA1</i> , <i>lac</i> [F'proABlacI q Z DM15 Tn10 (Tetr)]                                                                                         | Invitrogen<br>(Grand Island, NY, USA)           |
| <i>E. coli</i> DH5 $\alpha$                | [F- $\Phi$ 80d <i>lacZ</i> $\Delta$ M15 $\Delta$ ( <i>lacZYA-argF</i> ) U169, <i>deoR</i> , <i>recA1</i> , <i>endA1</i> , <i>hsdR17</i> ( $r_K^-$ , $m_K^+$ ) <i>phoA</i> <i>supE44</i> , $\lambda^-$ , <i>thi-1</i> , <i>gyrA96</i> <i>relA1</i> ] | Pierce-Thermo-Fisher Scientific (Rockford, USA) |
| <i>B. raffinosifermentans</i> LS3          | wild-type strain                                                                                                                                                                                                                                    | Kunze and Kunze (1994)                          |
| <i>B. raffinosifermentans</i> G1212        | auxotrophic mutant strain, [ <i>aleu2</i> <i>atrp1::ALEU2</i> ]                                                                                                                                                                                     | Steinborn <i>et al.</i> (2007)                  |
| <i>B. raffinosifermentans</i> G1212/YIC102 | YIC102 control strain, transformed with plasmid Xplor2.2 lacking the <i>ACDO1</i> expression module                                                                                                                                                 | this study                                      |
| <i>B. raffinosifermentans</i> G1212/YRC102 | YRC102 control strain, transformed with plasmid Xplor2.2 lacking the <i>ACDO1</i> expression module                                                                                                                                                 | this study                                      |
| <i>B. raffinosifermentans</i> G1240        | G1212/YIC102-AYNI1-ACDO1-6H, <i>ACDO1</i> over-expression strain                                                                                                                                                                                    | this study                                      |
| <i>B. raffinosifermentans</i> G1241        | G1212/YRC102-AYNI1-ACDO1-6H, <i>ACDO1</i> over-expression strain                                                                                                                                                                                    | this study                                      |
| <i>B. raffinosifermentans</i> G1235        | G1212 [ $\Delta$ <i>acdo1</i> ], <i>acdo1</i> deletion mutant strain                                                                                                                                                                                | this study                                      |

**Supplementary Table 2.** List of plasmids used in this study

| Plasmid name                           | Features                                                                          | Company / Reference            |
|----------------------------------------|-----------------------------------------------------------------------------------|--------------------------------|
| pCR4 $\oplus$ 4-TOPO $\oplus$          | promoter <i>lacI</i> , Amp $r$ , Kan $r$ ;<br>used for cloning in <i>E. coli</i>  | Invitrogen (Life Technologies) |
| pBS-AYNI1-PHO5-SS                      | inducible <i>AYNI1</i> promoter, Amp $r$ ;<br>used for cloning in <i>E. coli</i>  | Böer <i>et al.</i> , 2009c     |
| pB25S-ALEU2-ATRP1m-SS                  | <i>TRP1m</i> selection, Kan $r$ ;<br>used for generation of transformation vector | Böer <i>et al.</i> , 2009c     |
| Xplor2.2                               | control plasmid (lacking the <i>ACDO1</i> expression module)                      | Böer <i>et al.</i> , 2009b     |
| YRC102-AYNI1-ACDO1-6H                  | used for transformation of <i>B. raffinosifermentans</i>                          | this study                     |
| YIC102-AYNI1-ACDO1-6H                  | used for transformation of <i>B. raffinosifermentans</i>                          | this study                     |
| pBS-ALEU2-TRP1m                        | used for generation of $\Delta$ <i>acdo1</i> deletion module                      | Steinborn <i>et al.</i> , 2007 |
| pBS-ALEU2-TRP1m_ $\Delta$ <i>acdo1</i> | $\Delta$ <i>acdo1</i> deletion module                                             | this study                     |

**Supplementary Table 3.** Primers used for the construction of deletion mutant strain G1235 [*Δacdo1*].

| Primers for the construction of <i>B. raffinosifermentans</i> G1235 [ <i>Δacdo1</i> ] |                                        |
|---------------------------------------------------------------------------------------|----------------------------------------|
| Primer                                                                                | Sequence (5′ → 3′)                     |
| 1_ovs_ex_forward                                                                      | TAATCAACAGAATT TGACTAT TGATTTCCCCACC   |
| 1_ex_reverse                                                                          | GGGGAATCAATCGAGAAATAATAAA              |
| 2_ovs_ex_forward                                                                      | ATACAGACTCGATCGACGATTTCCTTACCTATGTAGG  |
| 2_ex_reverse                                                                          | GGGAATTAGCGGCC TGTAATCAATGTAAAGGACCAGG |
| 3_Marker_forward_ovs                                                                  | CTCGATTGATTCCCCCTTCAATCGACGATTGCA      |
| 3_Marker_reverse                                                                      | CGATCGAGTCTGTATTGAAG                   |
| ACDO_screen_fwd                                                                       | CAGCGTCTTTGCCCCTGATA                   |
| ACDO_screen_rev                                                                       | GCCAAGCTGCTTCCAGTTTC                   |

**Supplementary Table 4.** Primers used for the analysis of *ACDO1* expression levels.

| Primers for nested quantitative RT PCR |              |                                         |
|----------------------------------------|--------------|-----------------------------------------|
| Reaction step                          | Primer       | Sequence (5' → 3')                      |
| Step 1                                 | (dT) 15V-RTA | TGA CAG GAT ACC ATA CAG ACA CTA TTT TTT |
| cDNA synthesis                         |              | TTT TTT TTT V                           |
| Step 2                                 | RTA-1 rv     | TGA CAG GAT ACC ATA CAG ACA C           |
|                                        | ACDO1-V fw   | TTC GAT GCT CAG AGC CGA C               |
| First PCR synthesis                    | TFC1-3 fw    | TGA AGA AGA GCA CCA AGC A               |
| Step 3                                 | RTA rv       | TGA CAG GAT ACC ATA CAG ACA CTA         |
|                                        | ACDO1-III fw | AAG GTT GTC AAC GGA GTC CC              |
| Second PCR synthesis                   | TFC1-1 fw    | ACA ACA AGA TGA AAA CGC                 |

**Supplementary Table 5.** Sequence comparison of *B. raffinosifermentans* translated ORFs as depicted in Figure 9 with validated versions from public databases (highlighted in orange). *B. raffinosifermentans* sequences are taken from the GRYC database, the PhyA sequence is taken from Lubbers and de Vries (2021), and the remaining sequences are taken from UniProt.

| Protein name                    | Organism                      | Gene ID (Gene name)     | % AA Identity | # Amino Acids | UniProt Accession |
|---------------------------------|-------------------------------|-------------------------|---------------|---------------|-------------------|
| 4-hydroxybenzoate 1-hydroxylase | <i>C. parapsilosis</i>        | CPAR2_102790 (Mnx1)     |               | 479           | G8B709            |
|                                 | <i>B. raffinosifermentans</i> | ARAD1C00330g            | 8.8           | 347           | A0A060SYV9        |
|                                 |                               | ARAD1C03498g            | 13.1          | 405           | A0A060SZ98        |
|                                 |                               | ARAD1D18392g            | 44.9          | 426           | A0A060TFY0        |
|                                 |                               | ARAD1D27984g            | 28.0          | 420           | A0A060TH41        |
|                                 |                               | ARAD1C08580g            | 4.8           | 85            | A0A060SZJ7        |
|                                 |                               | ARAD1C08558g            | 32.2          | 414           | A0A060T0J4        |
|                                 |                               | ARAD1A17402g            | 17.9          | 721           | A0A060T3N3        |
|                                 | <i>A. niger</i>               | NRRL3_4659 (PhyA)       |               | 422           |                   |
|                                 | <i>B. raffinosifermentans</i> | ARAD1C00330g            | 12.1          | 347           | A0A060SYV9        |
|                                 |                               | ARAD1C03498g            | 18.5          | 405           | A0A060SZ98        |
|                                 |                               | ARAD1D18392g            | 34.3          | 426           | A0A060TFY0        |
|                                 |                               | ARAD1D27984g            | 51.8          | 420           | A0A060TH41        |
|                                 |                               | ARAD1C08580g            | 4.5           | 85            | A0A060SZJ7        |
|                                 |                               | ARAD1C08558g            | 35.9          | 414           | A0A060T0J4        |
| phenol hydroxylase              | <i>A. niger</i>               | NRRL3_08551 (PhhA)      |               | 636           | A2QGH7            |
|                                 | <i>B. raffinosifermentans</i> | ARAD1D18502g            | 29.2          | 686           | A0A060TFY3        |
| phenol hydroxylase              | <i>C. parapsilosis</i>        | CPAR2_205970 (Mnx3)     |               | 712           | G8BGH1            |
|                                 | <i>B. raffinosifermentans</i> | ARAD1D18502g            | 46.5          | 686           | A0A060TFY3        |
| catechol-1,2-dehydroxylase      | <i>C. albicans</i>            | CAALFM_C402230CA (Hqd2) |               | 303           | P86029            |
|                                 | <i>B. raffinosifermentans</i> | ARAD1D18458g            | 30.2          | 334           | A0A060T9I8        |
| catechol-1,2-dehydroxylase      | <i>A. niger</i>               | NRRL3_02644 (HqdA)      |               | 329           | A2QAP8            |
|                                 | <i>B. raffinosifermentans</i> | ARAD1D18458g            | 49.4          | 334           | A0A060T9I8        |
| gallic acid decarboxylase       | <i>N. crassa</i>              | NCU05730                |               | 227           | Q7SB82            |
|                                 | <i>B. raffinosifermentans</i> | ARAD1C45716g            | 53.2          | 231           | A0A060TAG5        |

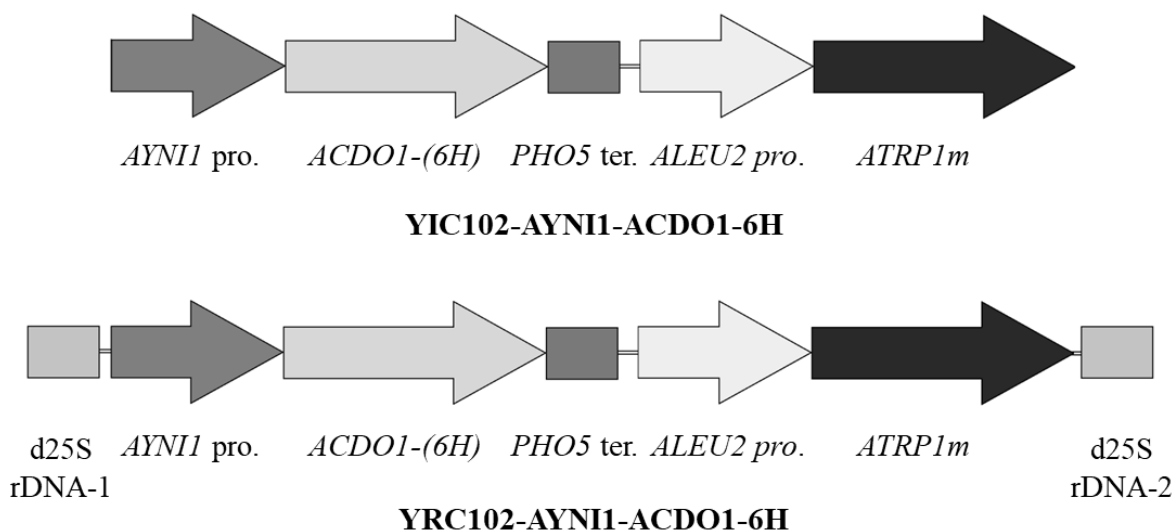

**Supplementary Figure 1** Physical maps of the *ACDO1* yeast integrative expression cassettes.

The cassettes contain one copy of the expression module: *AYNI1* promoter-*ACDO1*-6H-*PHO5*-terminator, selection marker *ATRP1m* together with the *ALEU2* promoter. In the YRC102 cassette, the expression module is flanked by two 25S rDNA sequences for homologous recombination.

(A)

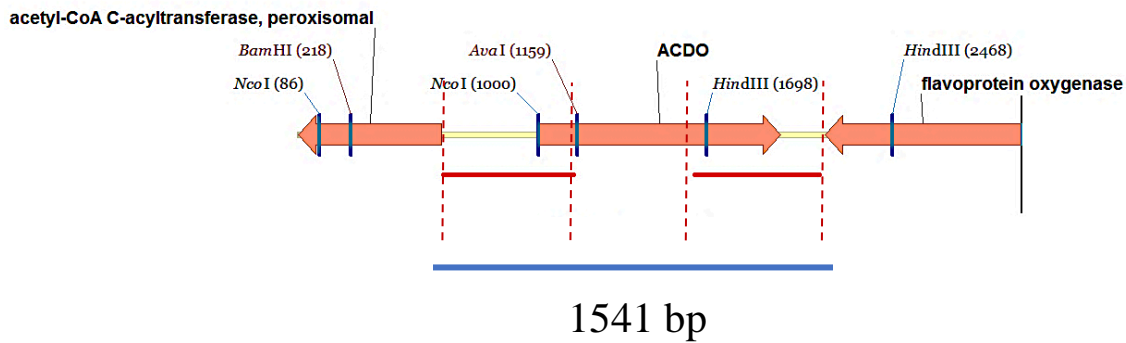

(B)

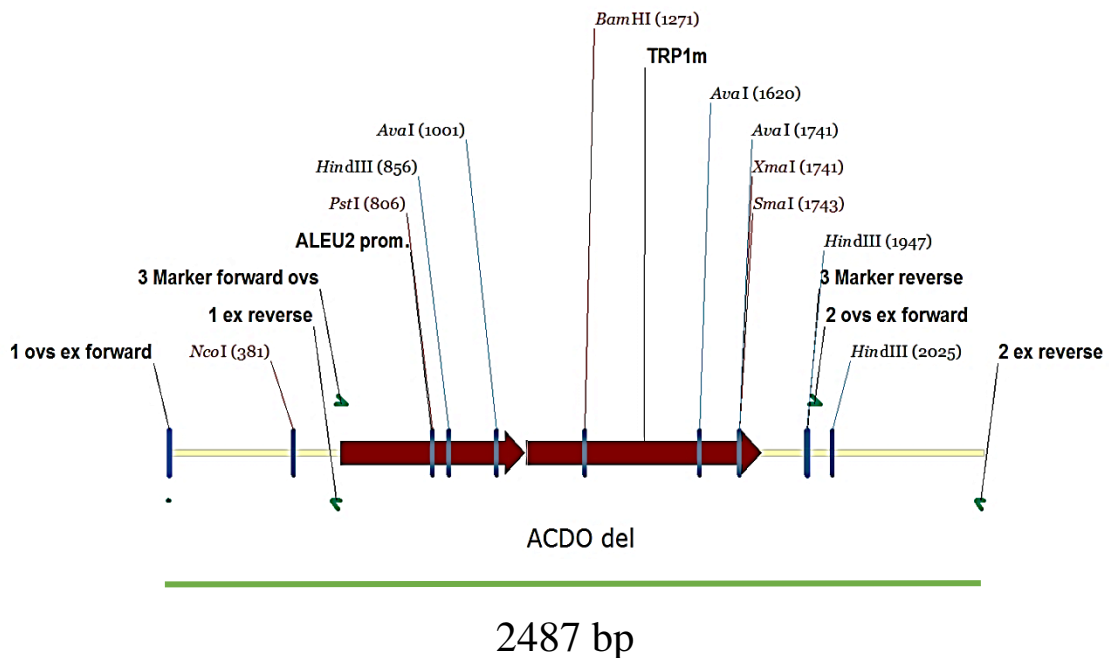

**Supplementary Figure 2** Design of *ACDO1* gene deletion cassettes.

(A) DNA fragment used for construction of *ACDO1* deletion cassette. To avoid affecting putative nearby genes, deletion was restricted to a 995 bp fragment of *ACDO1*: left red line = 381 bp upstream homology fragment + 142 bp of the 5' gene fragment; right red line = 158 bp downstream homology fragment + 361 bp of the 3' gene fragment. Blue line = fragments obtained by PCR after unsuccessful deletion of *ACDO1*. (B) Deletion mutant cassette. Yellow line = 523 bp upstream and 519 bp downstream homology fragments; red arrows = *ALEU2* promoter; *ATRP1* = tryptophan marker; green line = fragment obtained by PCR after successful deletion of *ACDO1*.

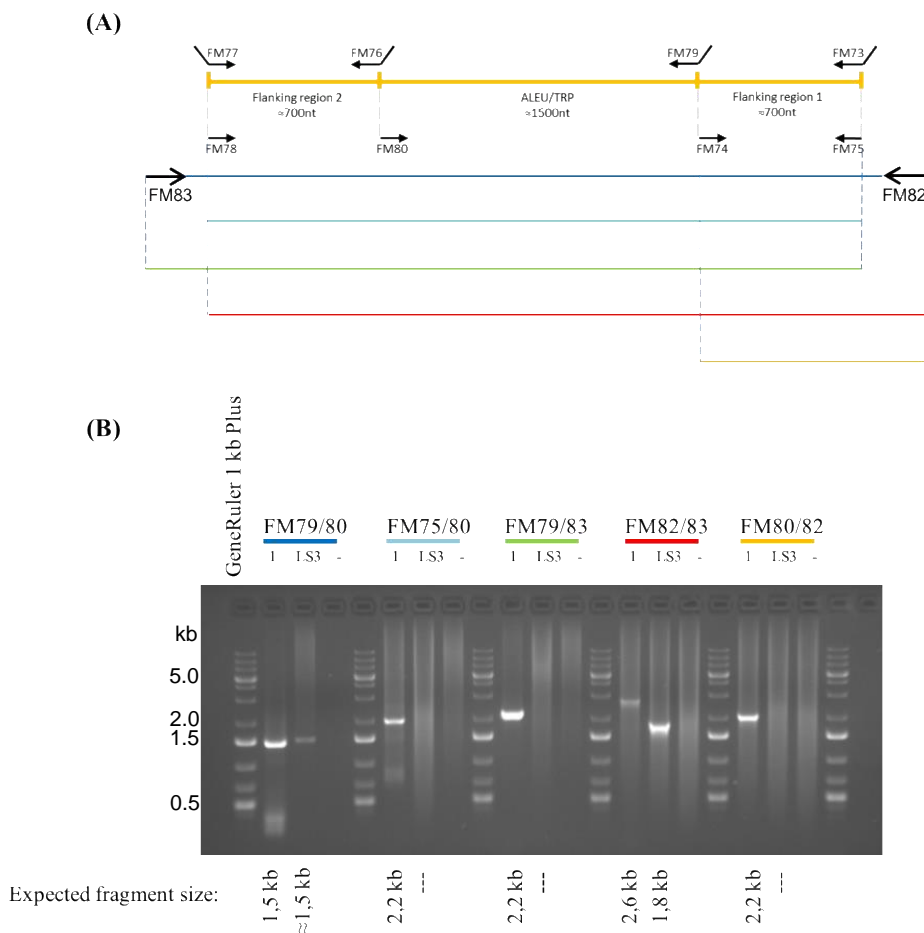

**Supplementary Figure 3** Verification of correct integration of *ACD01* deletion cassettes by PCR.

Integration into the target locus was verified by PCR of isolated genomic DNA. (A) Fragments design for verification of correct integration of the deletion cassette into the genome. (B) Correct integration yielding a 2487 bp DNA fragment whereas a 1541 bp long fragment represents the unaffected *ACD01* gene, serving as negative control. 1 – strain number with correct targeted deletion cassette ( $\Delta acd01$ ); LS3 – wild type (control); “–” – no template PCR reaction (control).

(A)

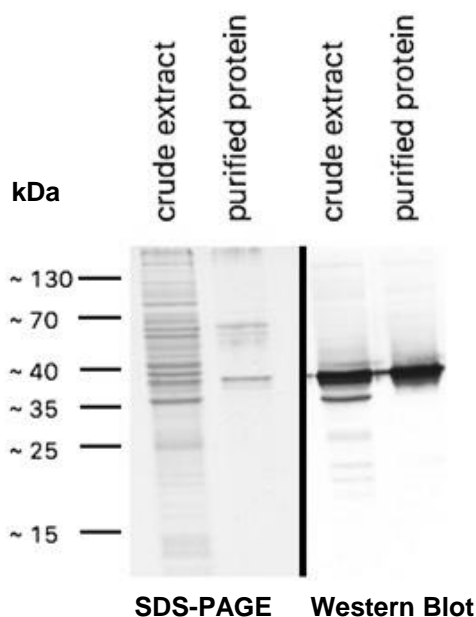

(B)

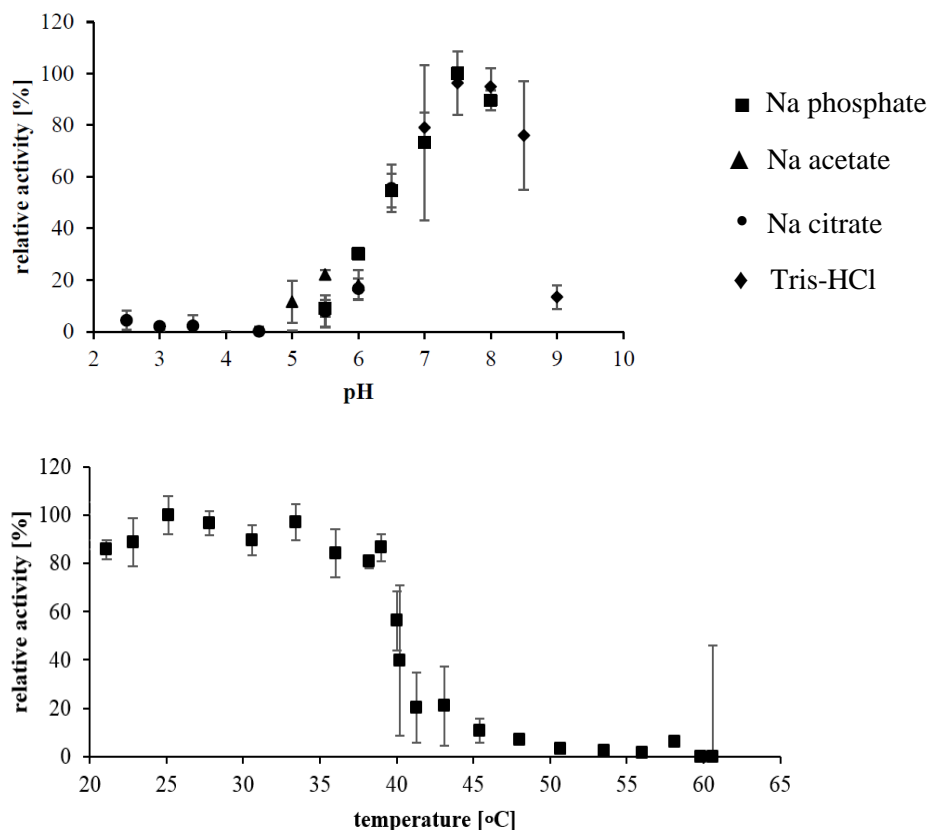

**Supplementary Figure 4** Characterization of Acdo1-6hp.

(A) Purification of Acdo1-6hp on Ni Sepharose. SDS-PAGE of crude extract and purified Acdo1-6hp (left). Western blot analysis using anti-polyhistidine antibodies confirms the identity of Acdo1-6hp (right). Protein size values refer to selected fragments of PageRuler™ Plus Prestained Protein Ladder (Thermo Scientific™) (B) Effect of pH (upper panel) and temperature (lower panel) on Acdo1-6hp activity. Maximum enzyme activity was observed at pH 7.5 and 25 °C, respectively.

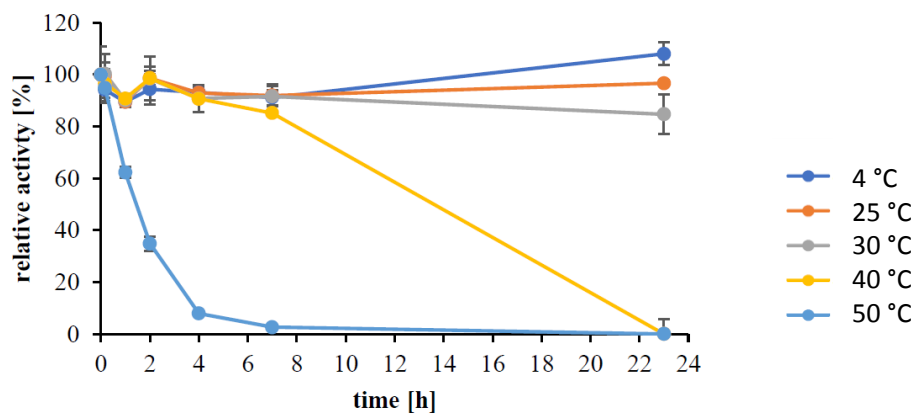

**Supplementary Figure 5** Thermal stability of Acdo1p-6hp.

Relative enzyme activity was measured at different temperatures for 23 h at pH 7.5. Measurements were done in triplicate and error bars represent one standard deviation.

**(A)**

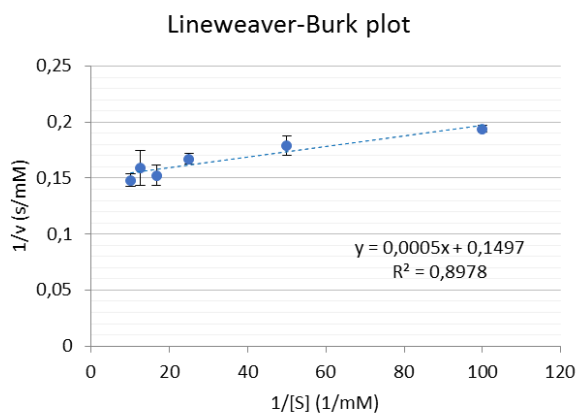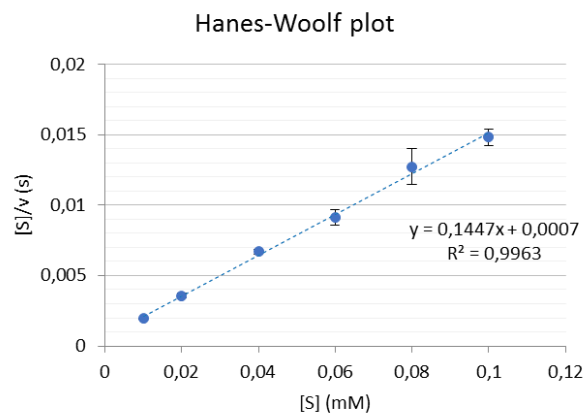

**(B)**

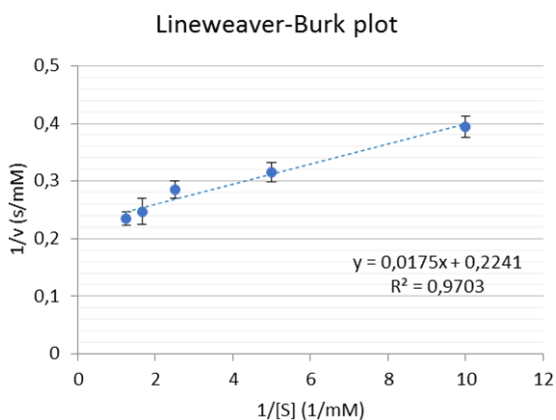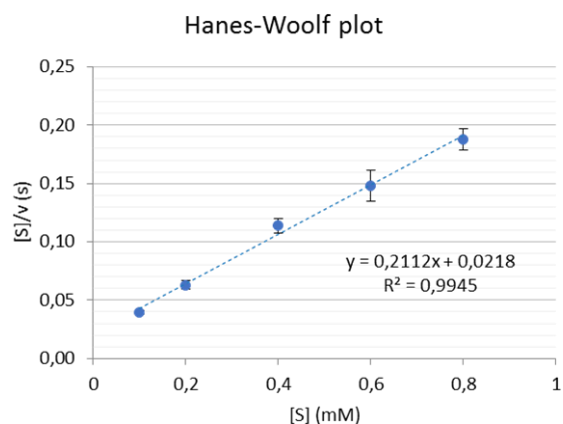

**Supplementary Figure 6** Lineweaver-Burk and Hanes-Woolf plots for determination of catechol-1,2-dioxygenase kinetic constants.

**(A)** Catechol-1,2-dioxygenase activity on catechol, **(B)** catechol-1,2-dioxygenase activity on pyrogallol. Measurements were done in triplicate and error bars represent one standard deviation.

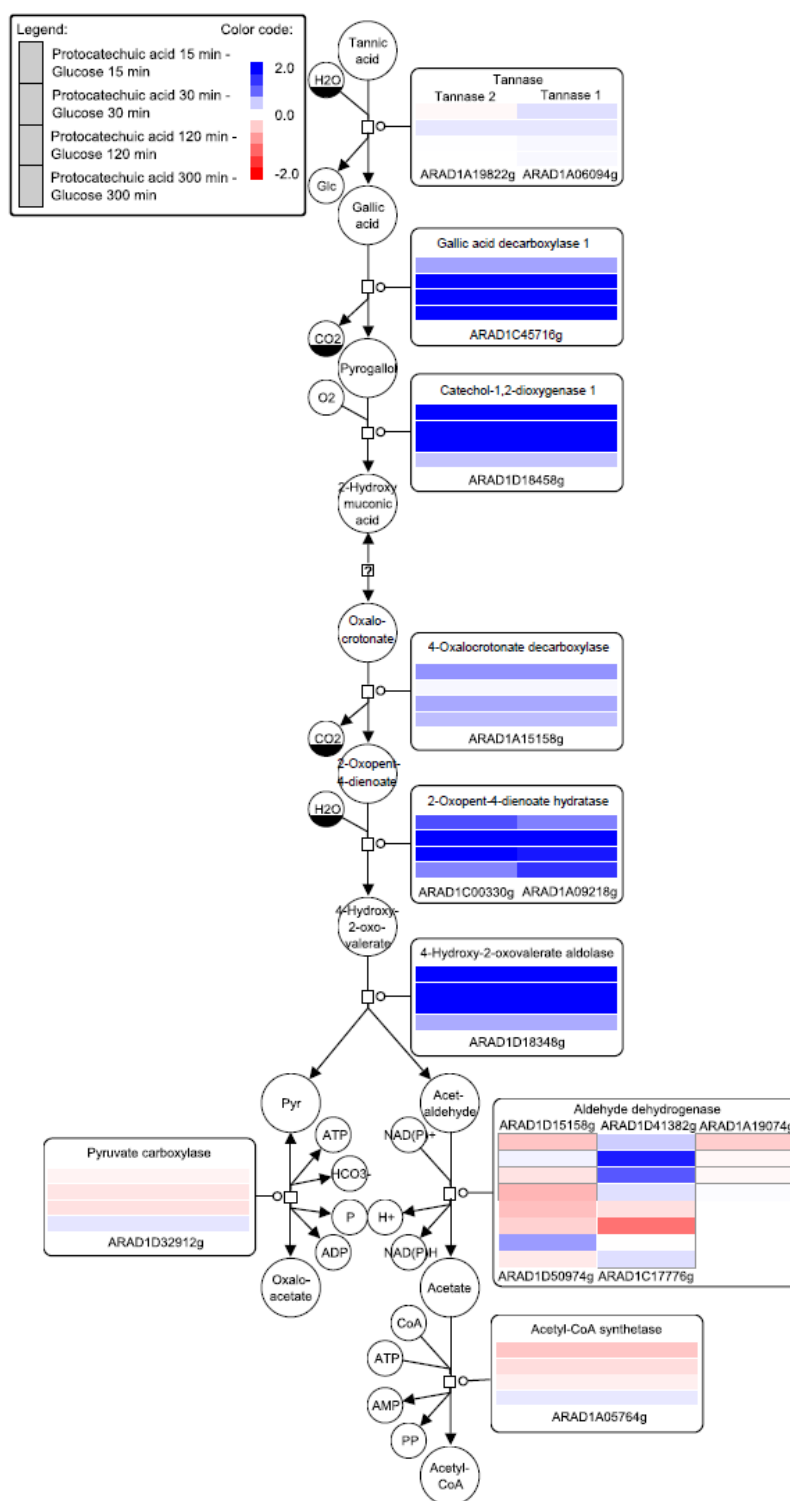

**Supplementary Figure 7** Key compounds of the tannin catabolism based on microarray studies of gene regulation by protocatechuic acid.

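The genes of tannin catabolism that have probes on the expression arrays were taken as an upper part of 7 genes (ATAN1, ATAN2, ACDO1, ARAD1A15158g, ARAD1C00330g, ARAD1A09218g and ARAD1D18348g) and a lower part of 6 genes (for pyruvate carboxylase, aldehyde dehydrogenases and acetyl-CoA synthetase). For the upper part, the median of the mean log2 differences between protocatechuic acid and glucose was 0.08, with 6 of 7 genes above 0. Against 10000 random lists of genes of the same intensity this is at percentile 99.0. The percentile was 93.6 by the brightest probe and 94.8 with probes well above background on at least 4 arrays. Under the remaining alternatives it was at least 96.4. Of the alternatives set before the data were examined, the processed signal moved the median most, to 0.53, and reading the ARAD1D identifiers 660 lower and that of AGDC1 88 higher on the array, chosen after the values had been seen, gives 1.28. The median of the lower part was -0.06, at percentile 13.9 of its random lists, with 2 of 6 genes above 0. The sign of the median changed with the brightest probe of each gene (0.02), and the mean over the genes was 0.04 in place of the median. These were at percentiles 62.2 and 80.2. For the 6 hydroxylase candidates (ARAD1C03498g, ARAD1D18392g, ARAD1D27984g, ARAD1C08580g, ARAD1C00330g and ARAD1C08558g) the median was 0.04, at percentile 88.7. It was 0.03 with genes that were not well above background at their bound. The percentile was 72.0 with the processed signal and 99.7 with the mean over the genes. The study searched the same array data for the hydroxylase candidates. The pathway lists come from Supplementary Figure 7, which the paper bases on microarray studies, although ACDO1 was first selected from the genome annotation. The percentiles therefore describe the lists and are not independent evidence.

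In the lower part, the probes under ARAD1D15158g, the identifier of an aldehyde dehydrogenase gene, had a log2 difference of 2.97 ± 0.69 at 15 min (SD over 10 probes), and of 0.09 at 30 min, -0.05 at 2 h and -0.10 at 5 h. Their mean of 0.73 was -0.02 when 15 min was left out. The paper's strongest shade for this gene is about -0.6 at 5 h, read by eye on a scale ending at 2. At the identifier 660 lower, a reading chosen after the values had been seen, the log2 difference was -0.28 at 15 min and -0.49 at 5 h. Whether the probes under ARAD1D15158g measure the paper's gene is open. Another aldehyde dehydrogenase gene, ARAD1C17776g, had -0.90 ± 0.27 at 30 min (SD over 10 probes) and values between -0.18 and 0.18 at the other times. The acetyl-CoA synthetase gene ARAD1A05764g had -0.36 ± 0.17 at 15 min, -0.26 ± 0.12 at 30 min, -0.23 ± 0.16 at 2 h and 0.17 ± 0.17 at 5 h (SD over 10 probes), with a mean of -0.17, and its value at 2 h was 0.01 by the brightest probe. The mean log2 difference of ARAD1A19074g was -0.05, and 0.11 by the brightest probe. No mean is given for ARAD1D32912g, which was not well above background with either medium at 30 min and 2 h, or for ARAD1D41382g, which was not at 2 h, although the values of both enter the median of the lower part. No probe carries the identifier ARAD1D50974g.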

The Systems Biology Graphical Notation (SBGN) of the metabolic network depicts reactions catalysed by the corresponding enzymes (rectangular square). Enzymes are shaded with color-coded log2 fold change values of time-resolved expression data of the respective genes. 

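The course over time was tested with limma as the log2 difference at 2 h and 5 h minus that at 15 min and 30 min, which leaves 2 residual degrees of freedom. After Bonferroni or Benjamini-Hochberg adjustment, 0 of the 6036 genes had a p under 0.05. At an unadjusted p under 0.05 there were 200 genes, 172 with a larger and 28 with a smaller difference at the later times, where chance gives 302. A linear trend in log2 time gave 0 genes after adjustment and 291 before it. Across genes, which are not independent replicates, the log2 differences at 30 min and 2 h had a Pearson correlation of 0.498, and those at the other 5 pairs of time points between 0.0632 and 0.152. Of the genes higher by at least 1, 21 were shared between 30 min and 2 h, and 11 between 15 min and 30 min.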

The colors represent upregulation (dark blue 2-fold upregulation) and downregulation (dark red 2-fold downregulation) of genes in cells shifted to a medium containing protocatechuic acid as the carbon source compared to cells grown on glucose. Metabolites or enzymes occurring multiple times in the metabolic network are decorated with a clone marker (e.g. NAD<sup>+</sup>) [graph produced with VANTED – (Junker *et al.*, 2012; Rohn *et al.*, 2012).

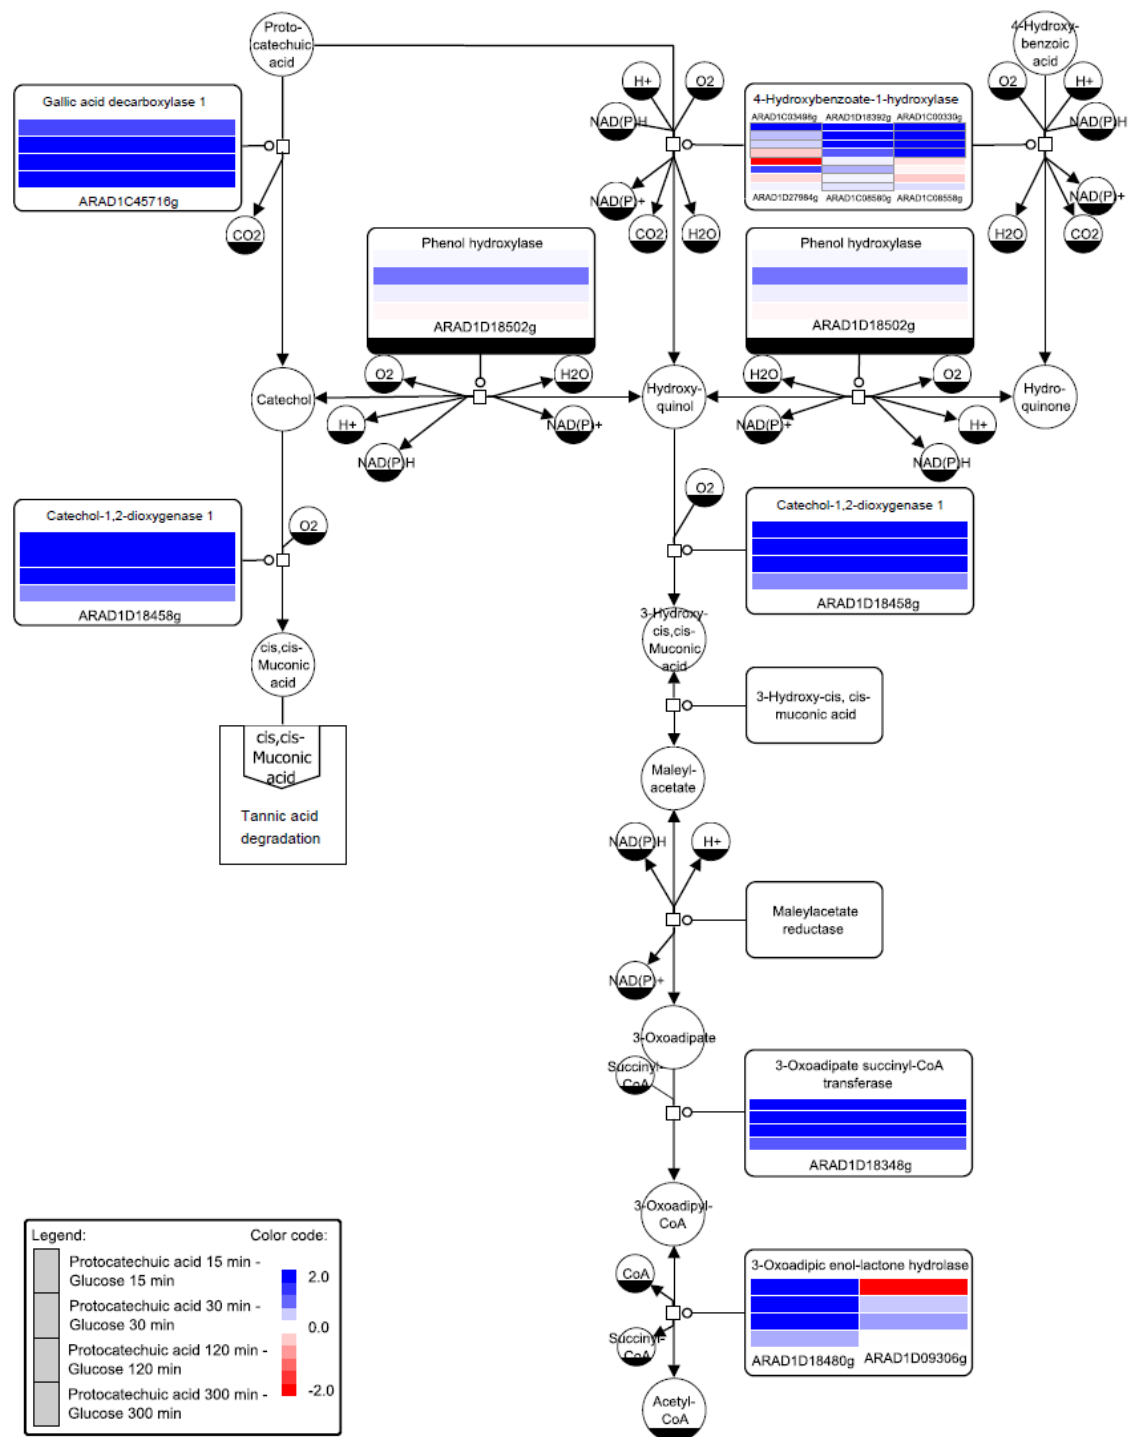

**Supplementary Figure 8** Expanded scheme of potential key compounds involved in tannin catabolism based on microarray studies of gene regulation by protocatechuic acid.

The Systems Biology Graphical Notation (SBGN) of the metabolic network depicts reactions catalysed by the corresponding enzymes (rectangular square). Enzymes are shaded with color-coded log2 fold change values of time resolved expression data of the respective genes. The colors represent upregulation (dark blue 2-fold upregulation) and downregulation (dark red 2-fold downregulation) of genes in cells shifted to a medium containing protocatechuic acid as the carbon source compared to cells grown with glucose. Metabolites or enzymes occurring multiple times in the metabolic network are decorated with a clone marker (e. g. NAD<sup>+</sup>) [graph produced with VANTED – (Junker *et al.*, 2012, Rohn *et al.*, 2012)].

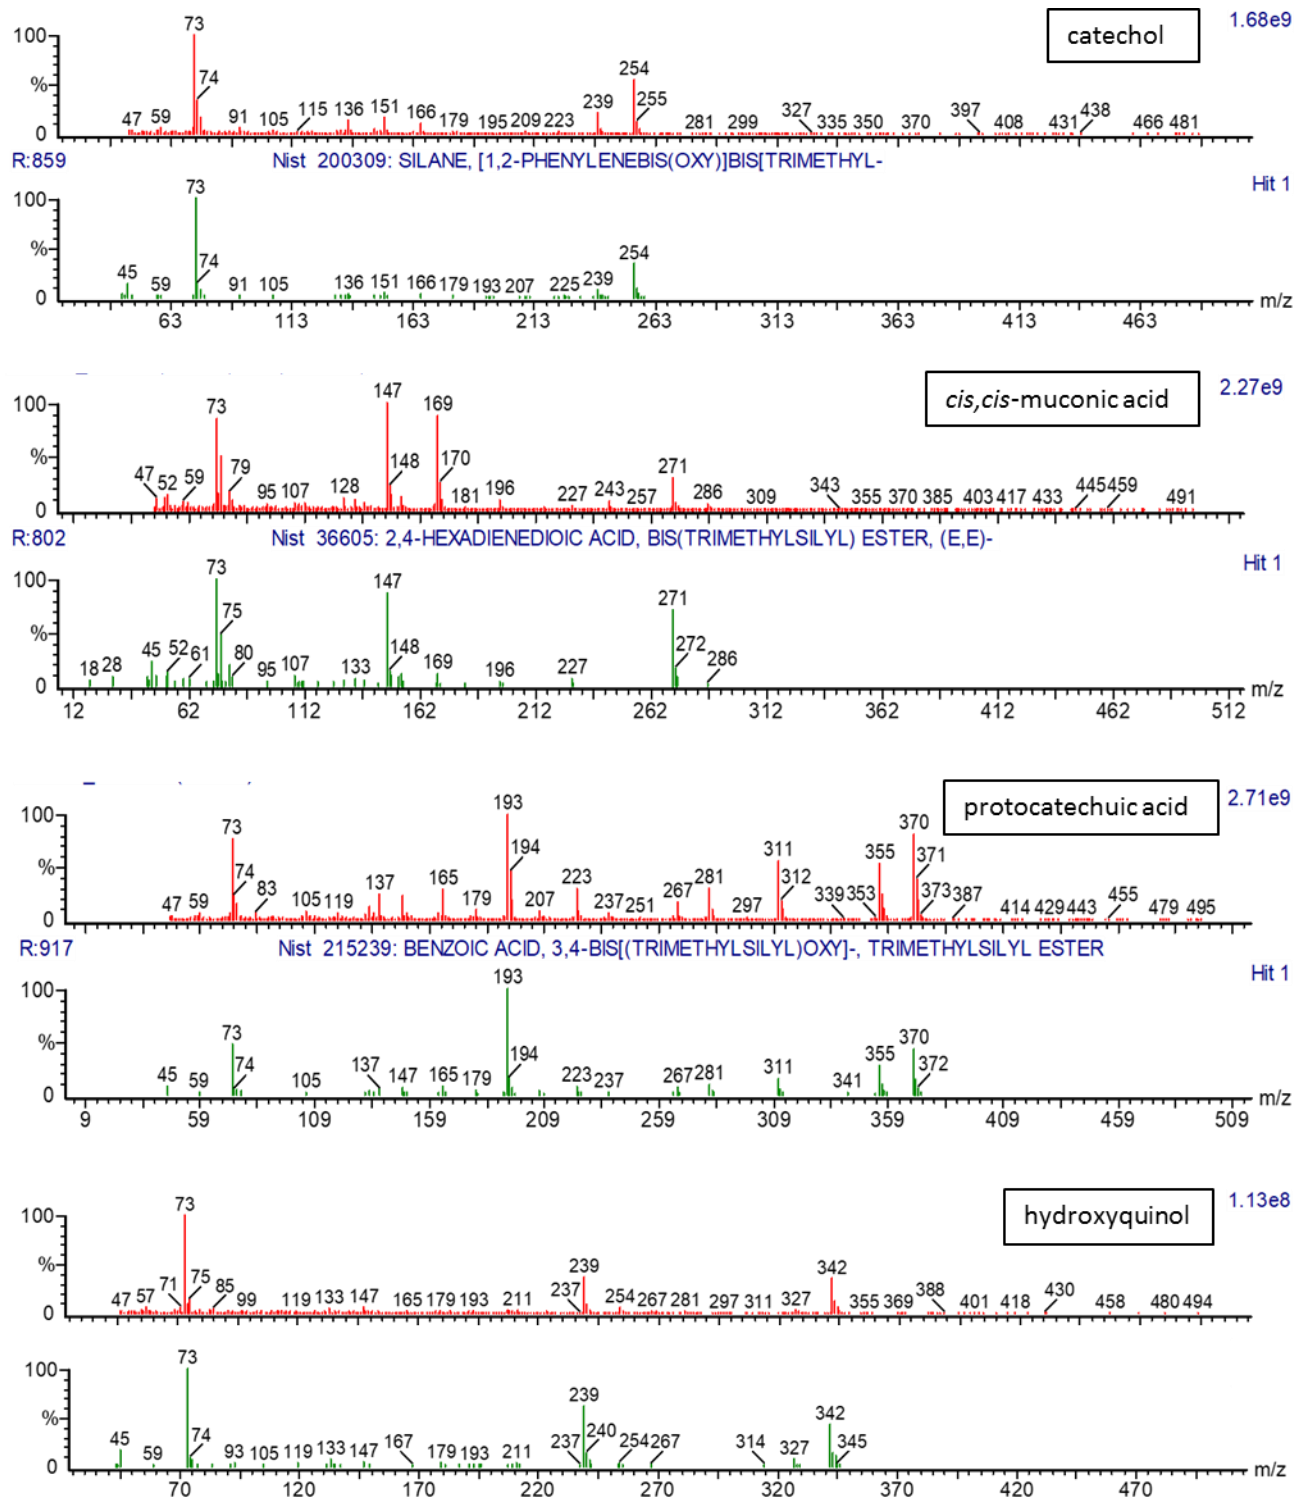

### Supplementary Figure 9 GC/MS spectra of identified substances.

Compound spectra (red) were compared with data from a local NIST Mass Spectral Library (green). The best matches were used for identification of catechol, *cis,cis*-muconic acid and protocatechuic acid, when probability scores exceeded 0.800. For hydroxyquinol, an internal standard served as a reference because the local version of the NIST library did not allow identification due to lack of a spectrum for silylated 1,2,4-trihydroxybenzene.

AOA60T918|Acadp|B. raffinosiferm. ---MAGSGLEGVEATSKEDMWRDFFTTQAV--- 27  
 A2QAP8|HqdA|.niger ---MDPSK---VK1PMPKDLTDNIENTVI--- 24  
 A2QEL8|NRRL3\_5330|.niger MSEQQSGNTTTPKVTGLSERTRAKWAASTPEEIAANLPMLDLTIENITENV--- 53  
 A2QNW8|CrcA|.niger ---MFRDPNFTDNVI--- 13  
 Q5B4J8|AM4532|.nidelans ---MSNRDPDKFTDVI--- 15  
 Q5AT14|Prca|.nidelans ---MSTNRPDPNFTDVI--- 16  
 A2R1P9|Prca|.niger ---MSTNRRDPNFTDVI--- 16  
 AOA0B4ZYX0|Cato|.C. tropicalis ---MSQFTDAVK--- 10  
 P86029|Hqd2|.C. albicans ---MSQFTSEVK--- 10  
 P96984|CatA|.R. erythropolis ---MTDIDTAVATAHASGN--- 16  
 P95607|CatA|.R. opacus ---GSGS--- 4  
 Q43984|CatA|.R. guillouiae ---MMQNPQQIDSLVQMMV--- 17  
 Q3950|CatA2|.A. iwoffii ---MMKQIDALLQKIND--- 15  
 A7LBQ4|CatA|.P. putida ---PMFSLHVKAG--- 11  
 P07773|CatA|.A. baylyi ---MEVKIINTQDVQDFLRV-AS--- 19  
 Q3948|CatA|.A. iwoffii ---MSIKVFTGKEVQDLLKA-AT--- 19  
 Q8GAY6|CatA|.Burkholderia sp. ---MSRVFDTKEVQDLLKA-AA--- 19  
  
 AOA60T918|Acadp|B. raffinosiferm. ---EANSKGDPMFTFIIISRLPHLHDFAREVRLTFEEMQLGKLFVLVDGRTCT 78  
 A2QAP8|HqdA|.niger ---RINSLOQDERLKYVLERLVLTHLHDFARETRLSDEWMTGLRFLTEVGKIS 75  
 A2QEL8|NRRL3\_5330|.niger ---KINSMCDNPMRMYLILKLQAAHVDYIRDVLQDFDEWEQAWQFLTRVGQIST 104  
 A2QNW8|CrcA|.niger ---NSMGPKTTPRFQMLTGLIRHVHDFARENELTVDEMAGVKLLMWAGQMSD 64  
 Q5B4J8|AM4532|.nidelans ---NAMEGVNMPFRQJMASLIRHVHDFARENELTVDEMAGVKLLMWAGQMSN 66  
 Q5AT14|Prca|.A. nidulans ---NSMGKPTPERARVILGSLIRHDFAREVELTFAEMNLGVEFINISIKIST 67  
 A2R1P9|Prca|.A. niger ---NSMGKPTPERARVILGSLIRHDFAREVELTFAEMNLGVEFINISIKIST 67  
 AOA0B4ZYX0|Cato|.C. tropicalis ---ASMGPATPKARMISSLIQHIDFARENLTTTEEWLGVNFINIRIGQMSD 61  
 P86029|Hqd2|.C. albicans ---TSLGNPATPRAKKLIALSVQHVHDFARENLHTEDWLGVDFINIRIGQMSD 61  
 P96984|CatA|.R. erythropolis ---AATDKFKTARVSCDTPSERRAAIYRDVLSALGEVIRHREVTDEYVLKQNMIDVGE--- 73  
 P95607|CatA|.R. opacus ---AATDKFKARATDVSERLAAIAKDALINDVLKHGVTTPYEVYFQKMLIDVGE--- 61  
 Q43984|CatA|.R. guillouiae ---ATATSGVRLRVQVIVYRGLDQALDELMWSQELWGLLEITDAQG--- 55  
 Q3950|CatA2|.A. iwoffii ---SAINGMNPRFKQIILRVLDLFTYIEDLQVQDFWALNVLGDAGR--- 62  
 A7LBQ4|CatA|.P. putida ---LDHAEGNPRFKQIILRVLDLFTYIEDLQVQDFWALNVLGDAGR--- 58  
 P07773|CatA|.A. baylyi ---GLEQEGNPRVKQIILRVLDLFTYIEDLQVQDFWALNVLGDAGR--- 67  
 Q3948|CatA|.A. iwoffii ---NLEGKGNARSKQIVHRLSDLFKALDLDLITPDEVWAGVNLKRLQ--- 67  
 Q8GAY6|CatA|.Burkholderia sp. ---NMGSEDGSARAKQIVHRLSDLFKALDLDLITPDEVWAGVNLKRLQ--- 67  
  
 AOA60T918|Acadp|B. raffinosiferm. ---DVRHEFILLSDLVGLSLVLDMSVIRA-K---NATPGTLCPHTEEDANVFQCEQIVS 133  
 A2QAP8|HqdA|.niger ---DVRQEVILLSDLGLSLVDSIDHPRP-P---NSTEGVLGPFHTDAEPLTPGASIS 129  
 A2QEL8|NRRL3\_5330|.niger ---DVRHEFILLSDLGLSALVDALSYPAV-P---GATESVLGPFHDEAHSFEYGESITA 159  
 A2QNW8|CrcA|.niger ---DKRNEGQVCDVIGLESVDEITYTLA-NEAPDAPTATAILGPFPRADTPYRONGANIVL 123  
 Q5B4J8|AM4532|.nidelans ---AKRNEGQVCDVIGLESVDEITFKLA-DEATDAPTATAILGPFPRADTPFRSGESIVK 125  
 Q5AT14|Prca|.A. nidulans ---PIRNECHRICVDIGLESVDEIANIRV-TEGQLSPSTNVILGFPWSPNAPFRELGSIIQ 126  
 AOA0B4ZYX0|Cato|.C. tropicalis ---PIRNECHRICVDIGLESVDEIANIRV-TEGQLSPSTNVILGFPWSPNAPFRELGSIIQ 126  
 AOA0B4ZYX0|Cato|.C. tropicalis ---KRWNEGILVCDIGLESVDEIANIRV-N---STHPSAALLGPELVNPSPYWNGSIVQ 117  
 P86029|Hqd2|.C. albicans ---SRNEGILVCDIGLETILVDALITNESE-Q---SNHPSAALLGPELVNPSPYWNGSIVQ 117  
 P96984|CatA|.R. erythropolis ---YGEWPLW----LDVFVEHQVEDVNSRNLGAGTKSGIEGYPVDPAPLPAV-CTMP 125  
 P95607|CatA|.R. opacus ---GGEWPLF----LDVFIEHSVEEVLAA---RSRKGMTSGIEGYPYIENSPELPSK-CTLP 122  
 Q43984|CatA|.R. guillouiae ---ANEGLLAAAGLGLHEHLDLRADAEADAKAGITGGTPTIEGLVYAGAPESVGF-ARM 111  
 Q3950|CatA2|.A. iwoffii ---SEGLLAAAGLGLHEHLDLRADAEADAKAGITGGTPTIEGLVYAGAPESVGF-ARM 119  
 A7LBQ4|CatA|.P. putida ---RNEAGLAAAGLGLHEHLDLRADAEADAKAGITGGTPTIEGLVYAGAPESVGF-ARM 117  
 P07773|CatA|.A. baylyi ---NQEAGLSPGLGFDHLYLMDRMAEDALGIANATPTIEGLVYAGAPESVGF-ARM 124  
 Q3948|CatA|.A. iwoffii ---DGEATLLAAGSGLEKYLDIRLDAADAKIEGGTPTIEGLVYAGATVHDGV-SKID 124  
 Q8GAY6|CatA|.Burkholderia sp. ---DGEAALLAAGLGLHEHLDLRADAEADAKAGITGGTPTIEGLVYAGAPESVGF-ARM 124  
  
 AOA60T918|Acadp|B. raffinosiferm. KENE---GDPLTLYGTVRD-**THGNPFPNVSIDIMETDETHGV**DTQY-D---DRNGDPYRGI 186  
 A2QAP8|HqdA|.niger HDPA---GEPLLVGCTVRD-**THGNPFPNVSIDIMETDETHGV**DTQY-A---GRDGPGRGI 182  
 A2QEL8|NRRL3\_5330|.niger ECTP---GEPTITGVWIKD-TEGNAVPKALVDIOWETDQWQV-DEY-P---GSDPNCWRGK 212  
 A2QNW8|CrcA|.niger TFPD---GEMAFMHQGVDFATKPEPLGAVVEQWASTNGLQEOD-P---KQEFENLRGK 178  
 Q5B4J8|AM4532|.nidelans TAPKDGKEMAYAGQVDFVTEKPLGAVVEQWASTNGLQEOD-P---DQEFENLRGK 182  
 Q5AT14|Prca|.A. nidulans DPNPN---GKVTFMHGVLRDMETGAPAGAVLDIOWASANGQDFQD-P---NQSENLRGK 181  
 A2R1P9|Prca|.A. niger DPNPN---GKVTFMHGVLRDMETGAPAGAVLDIOWASANGQDFQD-P---NQSENLRGK 181  
 AOA0B4ZYX0|Cato|.C. tropicalis KALPT---DVRCLTSKRVTS-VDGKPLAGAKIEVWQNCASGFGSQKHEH---DGPDPNLRGT 172  
 P86029|Hqd2|.C. albicans KAIPPT---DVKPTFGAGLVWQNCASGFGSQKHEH---DGPDPNLRGT 172  
 P96984|CatA|.R. erythropolis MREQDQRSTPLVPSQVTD-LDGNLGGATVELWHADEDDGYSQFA-P---NIFPENLRAT 181  
 P95607|CatA|.R. opacus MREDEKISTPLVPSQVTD-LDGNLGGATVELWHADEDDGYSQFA-P---NIFPENLRAT 167  
 Q43984|CatA|.R. guillouiae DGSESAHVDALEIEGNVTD-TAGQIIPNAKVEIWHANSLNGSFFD-K---SQSAFNLRSS 178  
 Q3950|CatA2|.A. iwoffii DGTDPGQ---TLVMRGRVFG-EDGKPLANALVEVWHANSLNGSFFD-K---SQSAFNLRSS 173  
 A7LBQ4|CatA|.P. putida DGTDPGQ---VMTLQGVTD-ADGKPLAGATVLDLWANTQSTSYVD-S---TQSEYNLRSS 169  
 P07773|CatA|.A. baylyi DGTDPGQ---HTLLHGTITD-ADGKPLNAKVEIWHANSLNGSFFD-K---SQSAFNLRSS 181  
 Q3948|CatA|.A. iwoffii INPDEGA-GFVLIRGTCTG-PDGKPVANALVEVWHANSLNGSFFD-K---PTGAQSEFNLRGA 181  
 Q8GAY6|CatA|.Burkholderia sp. VNPDEGA-GFVLIRGTCTG-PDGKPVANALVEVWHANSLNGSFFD-K---PTGAQSEFNLRGA 181  
  
 AOA60T918|Acadp|B. raffinosiferm. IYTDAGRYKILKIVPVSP-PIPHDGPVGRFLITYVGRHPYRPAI-**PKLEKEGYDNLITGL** 246  
 A2QAP8|HqdA|.niger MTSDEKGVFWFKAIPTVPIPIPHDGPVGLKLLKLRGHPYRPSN-**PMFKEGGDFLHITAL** 242  
 A2QEL8|NRRL3\_5330|.niger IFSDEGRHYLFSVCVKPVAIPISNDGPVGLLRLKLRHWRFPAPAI-**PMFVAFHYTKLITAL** 272  
 A2QNW8|CrcA|.niger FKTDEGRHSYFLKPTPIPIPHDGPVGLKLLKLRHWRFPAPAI-**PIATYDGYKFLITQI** 238  
 Q5B4J8|AM4532|.nidelans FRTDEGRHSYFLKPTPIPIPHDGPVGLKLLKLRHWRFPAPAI-**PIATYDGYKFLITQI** 242  
 Q5AT14|Prca|.A. nidulans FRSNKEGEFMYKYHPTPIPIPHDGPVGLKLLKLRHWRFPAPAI-**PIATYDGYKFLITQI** 241  
 A2R1P9|Prca|.A. niger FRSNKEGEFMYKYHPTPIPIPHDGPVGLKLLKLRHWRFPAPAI-**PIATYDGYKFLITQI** 241  
 AOA0B4ZYX0|Cato|.C. tropicalis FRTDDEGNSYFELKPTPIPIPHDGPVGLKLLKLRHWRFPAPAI-**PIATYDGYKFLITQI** 232  
 P86029|Hqd2|.C. albicans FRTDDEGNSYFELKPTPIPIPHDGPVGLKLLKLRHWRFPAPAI-**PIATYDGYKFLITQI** 232  
 P96984|CatA|.R. erythropolis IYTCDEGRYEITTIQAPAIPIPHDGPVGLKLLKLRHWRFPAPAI-**PMVAFHGRFLITQI** 241  
 P95607|CatA|.R. opacus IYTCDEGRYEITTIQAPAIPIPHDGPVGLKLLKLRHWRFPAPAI-**PMVAFHGRFLITQI** 241  
 Q43984|CatA|.R. guillouiae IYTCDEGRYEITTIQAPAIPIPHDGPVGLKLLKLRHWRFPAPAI-**PMVAFHGRFLITQI** 238  
 Q3950|CatA2|.A. iwoffii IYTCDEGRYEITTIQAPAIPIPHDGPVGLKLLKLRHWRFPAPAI-**PMVAFHGRFLITQI** 233  
 A7LBQ4|CatA|.P. putida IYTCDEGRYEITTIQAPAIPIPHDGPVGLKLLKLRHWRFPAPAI-**PMVAFHGRFLITQI** 229  
 P07773|CatA|.A. baylyi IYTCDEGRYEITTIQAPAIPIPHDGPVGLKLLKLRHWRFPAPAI-**PMVAFHGRFLITQI** 241  
 Q3948|CatA|.A. iwoffii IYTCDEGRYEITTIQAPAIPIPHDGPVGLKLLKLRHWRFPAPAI-**PMVAFHGRFLITQI** 241  
 Q8GAY6|CatA|.Burkholderia sp. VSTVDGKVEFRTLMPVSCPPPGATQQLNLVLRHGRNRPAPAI-**PMVAFHGRFLITQI** 241  
  
 AOA60T918|Acadp|B. raffinosiferm. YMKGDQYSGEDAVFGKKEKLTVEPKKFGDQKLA-EKYS-----NADDFINFD 294  
 A2QAP8|HqdA|.niger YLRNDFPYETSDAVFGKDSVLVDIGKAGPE-YA-AKYGV-----SEDHALLTYD 289  
 A2QEL8|NRRL3\_5330|.niger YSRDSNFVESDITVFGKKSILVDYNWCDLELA-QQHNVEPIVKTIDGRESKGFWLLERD 331  
 A2QNW8|CrcA|.niger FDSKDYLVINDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 278  
 Q5B4J8|AM4532|.nidelans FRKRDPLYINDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 282  
 Q5AT14|Prca|.A. nidulans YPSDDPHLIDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 281  
 A2R1P9|Prca|.A. niger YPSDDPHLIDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 281  
 AOA0B4ZYX0|Cato|.C. tropicalis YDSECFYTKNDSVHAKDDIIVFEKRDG-----GWYLDYD 268  
 P86029|Hqd2|.C. albicans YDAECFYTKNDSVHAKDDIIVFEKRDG-----GWYLDYD 277  
 P96984|CatA|.R. erythropolis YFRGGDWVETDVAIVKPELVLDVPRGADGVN-----RVAYD 278  
 P95607|CatA|.R. opacus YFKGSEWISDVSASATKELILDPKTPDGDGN-----VYTYN 264  
 Q43984|CatA|.R. guillouiae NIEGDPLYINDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 282  
 Q3950|CatA2|.A. iwoffii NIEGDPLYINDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 282  
 A7LBQ4|CatA|.P. putida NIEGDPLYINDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 275  
 P07773|CatA|.A. baylyi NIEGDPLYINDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 278  
 Q3948|CatA|.A. iwoffii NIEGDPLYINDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 289  
 Q8GAY6|CatA|.Burkholderia sp. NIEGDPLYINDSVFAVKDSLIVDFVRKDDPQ-----AGLELNYD 287  
  
 AOA60T918|Acadp|B. raffinosiferm. ITLMSVTESEMLFPAQRSDOLKICIDAKVNVGVPDIALD 334  
 A2QAP8|HqdA|.niger FVLVSDEETSSELFAQRSDOLKICIDAKVNVGVPDIALD 329  
 A2QEL8|NRRL3\_5330|.niger FILVKKSPPPR-----KTEDL----- 349  
 A2QNW8|CrcA|.niger VKLVRAPAN----- 287  
 Q5B4J8|AM4532|.nidelans VKLVPDGMKSNGA----- 295  
 Q5AT14|Prca|.A. nidulans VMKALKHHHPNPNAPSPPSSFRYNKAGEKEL----- 313  
 A2R1P9|Prca|.A. niger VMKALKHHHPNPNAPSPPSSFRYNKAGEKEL----- 315  
 AOA0B4ZYX0|Cato|.C. tropicalis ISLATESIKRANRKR----- 285  
 P86029|Hqd2|.C. albicans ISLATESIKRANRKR----- 303  
 P96984|CatA|.R. erythropolis FALDPTP-----QDAEIKL----- 285  
 P95607|CatA|.R. opacus FVLDPFA----- 270  
 Q43984|CatA|.R. guillouiae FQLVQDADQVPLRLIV-----VE----- 305  
 Q3950|CatA2|.A. iwoffii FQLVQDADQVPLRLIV-----VE----- 275  
 A7LBQ4|CatA|.P. putida FHLQAAAPEABARSHRPA-----LEG----- 302  
 P07773|CatA|.A. baylyi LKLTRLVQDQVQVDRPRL-----AV----- 311  
 Q3948|CatA|.A. iwoffii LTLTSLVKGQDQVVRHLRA-----EVAA----- 311  
 Q8GAY6|CatA|.Burkholderia sp. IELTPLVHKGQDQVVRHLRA-----SVTA----- 311

**Supplementary Figure 10** Sequence alignment of bacterial and fungal intradiol ring cleavage dioxygenases. (See Figure 1 for details.)

How the deposited data were processed for this re-analysis (not part of the article)

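Expression was measured in wild-type B. raffinosifermentans LS3 on 8 arrays of 62976 spots, 1 for each of 2 media (1% glucose, or 1% glucose and 0.5% protocatechuic acid) after 15 and 30 min and after 2 and 5 h. The paper's text does not name replicate arrays, and does not name whether the samples of a medium came from 1 flask. The conditions were taken from the sample titles and labels.

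The intensities in the scanner files are, per the file headers, those read by the scanner and the Feature Extraction software from single-dye hybridizations, before any normalization between arrays. Each scanner file holds the values of 1 array: the median intensity of each spot, the median intensity of its local background, a processed signal, and marks for spots that are well above background, saturated or outliers. The files hold no mean intensity per spot, so the median intensity was used. No spot was marked as saturated, and between 0 and 7 spots per array were marked as outliers and left out. The authors' table of processed values is on the log2 scale. Recomputing normexp with an offset of 16 and quantile normalization over all spots, control spots included, gave values that differed from it by at most 0.0478, so its scale and normalization are known from the values and nothing was centred. The medians of its 8 columns lie between 5.66 and 5.67. The offset is known from this comparison alone, since the paper's text does not name it.

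The processing followed the steps named in the paper's methods: limma (version 3.58.1, in R 4.3.3), background correction by normexp, quantile normalization, a linear model with empirical Bayes moderation, and Bonferroni adjustment. Normexp was fitted to all spots with an offset of 50, control spots were then left out, and the values were quantile normalized and put on the log2 scale. Spots of 1 probe were averaged, and a gene is the median over its probes. The 56312 probes carry 6160 identifiers, of which the 6036 with at least 1 probe well above background on at least 2 of the 8 arrays were tested. The number at the end of a probe name was read as its start in the gene, with a probe length of 60 bases. No reference annotation was used, and neighbouring genes were ordered by the numbers in their identifiers. The paper gives names or annotations for the genes it lists, and the files do not pair other identifiers with names. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

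The genes named in the text are all genes that the paper names by identifier, whose colours in the supplementary figures had been seen, and the gene with the largest increase and the gene with the largest decrease at each time point among genes with at least 3 probes. A further part of this choice, the genes with the largest changes among those past the Benjamini-Hochberg adjustment, gave 0 genes. Of the genes outside the paper, the identifiers of 2 that rose and 2 that fell are printed, and the others are described by their values.

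Between 58.9% and 70.2% of the yeast spots per array were well above background, with a median of 66.7%. With 1 array per medium and time point, the only spread between arrays that can be tested is that of the difference over the 4 time points. The test of the medium had the time point as a block, with 3 residual and 1.73 prior degrees of freedom, and the test of later against earlier times had 2 residual and 1.69 prior degrees of freedom. The glucose and the protocatechuic acid arrays lie in different rows of the same slide, and no fit can part medium from row. Gene lists were compared with 10000 random lists drawn from 20 bins of mean intensity, without a test.

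The fits were checked on simulated data of 6036 genes, 200 of them changed. The fitted differences had a slope of 0.993 on the true ones, and 100% had the right sign. Of the changed genes, 38% were called after Bonferroni and 85% after Benjamini-Hochberg adjustment (95% of those with a true log2 difference of 2), and 0 and 7 unchanged genes were called. The simulated differences were constant over the time points and were given to genes picked at random. The shares do not hold for genes whose difference varies more over time. For later against earlier times, 45% of the changed genes were called after Benjamini-Hochberg adjustment, with 4 unchanged genes.

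The alternatives tried were normexp with an offset of 0 and of 16, the processed signal minus the 75th percentile of each array, median scaling in place of quantile normalization, the authors' table, the mean over probes, the brightest probe of each gene, no filter on dim probes, only probes well above background on at least 4 arrays, leaving out probes marked on any array, Benjamini-Hochberg adjustment, no time block, empirical Bayes with trend and robust estimation, each time point left out in turn, a linear trend in log2 time, a log2 difference of 2 in place of 1, the mean in place of the median of a list, and windows of 5 genes. These were set before the data were examined. Leaving out the 1470 probes whose names end in _X, and reading the paper's ARAD1D identifiers 660 lower and that of AGDC1 88 higher on the array, were added after the data had been seen. The quantitative PCR, enzyme and cultivation experiments of the paper were not analysed here.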

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

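The limma test of late against early times and the settings of processing compared here were set before the data were examined. The other tests in this part, those of the correlations between arrays, of odd-numbered and even-numbered probes, of the genes high at 15 min alone, of spots well above background, of the spike-in controls and of the splits of the time points, were chosen after the results had been seen, as was leaving out probes with names ending in _X.

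The glucose array at 15 min correlated less with the other arrays than the other glucose arrays did. Its mean Pearson correlation across genes with the other 7 arrays was 0.852, against 0.882 to 0.888 for the glucose arrays at the later times, and its distance from the nearest of them was 0.834 of the whole range of the 4 arrays, above the 95% critical value of Dixon's test. Of 8 groups of 4 arrays tested in this way, over 4 measures, 1 passed that value, and chance alone gives about 1 in 20. The protocatechuic acid array at 15 min had a still lower mean correlation, 0.806, and each of the 4 protocatechuic acid arrays was closest to the glucose array of its own time, so no exchange of arrays between time points is seen. The early time point itself and chance remain open as explanations and were not tested.

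The gene ARAD1C42790g, which the paper does not discuss, had a log2 difference of 5.431 at 15 min, the largest at that time, and its values at the later times lay between -0.10 and 0.12. It is part of a wider pattern, since more genes differed by at least 1 at 15 min than later. Under the 13 settings compared, the count at 15 min was at least 2.137 times the largest later count, which argues against background correction and normalization as the cause. Among genes picked at 15 min by the odd-numbered of their probes, 98.15% differed by at least 0.5 in the same direction in the even-numbered probes, against 7.97% of genes drawn at random, so uneven brightness over the surface of an array is also argued against. The share of spots well above background differed by 0.538 percentage points between the media at 15 min, less than the 2.82, 4.00 and -11.2 points at 30 min, 2 h and 5 h, which argues against a difference in signal over background between the 2 arrays as the cause. There were 39 genes at least 2 higher at 15 min and within 1 at the later times, and their median log2 intensity was 9.15 on the protocatechuic acid array at 15 min and between 6.31 and 6.58 on the other 7 arrays. An effect of the culture or RNA sample of protocatechuic acid at 15 min cannot be told apart from an early effect of the medium, since there is 1 array per medium and time. A short response to protocatechuic acid may be one explanation, and it remains untested.

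The gene ARAD1D17754g, which the paper does not discuss, had a log2 difference of 7.53 at 30 min and was the most increased gene at 30 min, 2 h and 5 h. Its mean did not pass the adjustment for all genes with an offset of 50. It passed the Bonferroni adjustment with an offset of 0, with a mean of 7.36, and the Benjamini-Hochberg adjustment with the processed signal, with a mean of 8.44. The highest median of the mean log2 differences over 8 neighbouring identifiers, 1.617, is that of a window with this gene. Among genes picked by the odd-numbered of their probes for a mean difference of at least 1 in size, 100% of 28 differed by at least 0.5 in the same direction in the even-numbered probes, against 1.62% of genes drawn at random, which argues against uneven brightness over an array. The glucose and the protocatechuic acid arrays lie in different rows of the slide. Of the 10 spike-in control probes, 7 were well above background on all arrays, and the largest mean log2 difference of any of these between the rows was 0.0924, with a median of 0.421 at 5 h. Together with the probes of these genes changing alike, this argues against the position on the slide as the cause of mean differences of at least 1. The paper's text does not name whether the samples of a medium came from 1 flask, and an effect of the culture or of the RNA samples of a medium stays open and was not tested. An induction of this gene and of its neighbours by protocatechuic acid may explain the values and was not tested on further cultures.

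Opposite directions at the earlier and the later times were seen for 3 of the 28 named genes with probes, and the other genes were not searched for this. For ARAD1D27984g the log2 difference was negative at 15 min and 30 min and positive at 2 h and 5 h, with a change of 0.458 between the means of the early and the late times. For ARAD1D15158g it was positive early and negative late, with a change of -1.606, and its value at 2 h was 0.11 by the brightest probe of the gene. The gene with the largest decrease at 30 min, -1.26, changed by 1.17 from early to late, and its value at 2 h was -0.06 with the processed signal. The opposite directions by themselves were not tested, since each time point has 1 array per medium. In the limma test of late against early times the Benjamini-Hochberg adjusted p was 1.00 for each of the 3 genes. Over all genes, 200 had an unadjusted p under 0.05 in this test, and 2 of the 3 splits of the 4 time points into 2 and 2 gave as many, so chance cannot be excluded, and 3 splits are too few to exclude it.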

How the results depend on the processing

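The alternatives were set before the data were examined, except the reading of the paper's ARAD1D identifiers 660 lower and AGDC1 88 higher and the leaving out of probes with names ending in _X, which were added after the values had been seen. The 2 arrays of a time point were treated as a pair by the time block. For changes in this part the cause was not tested, unless it lies in the construction of the alternative.

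No gene passed the Bonferroni adjustment with an offset of 50. With an offset of 0 there were 2 genes and with the processed signal 2 genes, all higher with protocatechuic acid, while the remaining alternatives, among them no time block and empirical Bayes with trend and robust estimation, gave 0. ARAD1D17754g passed with an offset of 0, ARAD1C00330g with the processed signal, and 1 other gene with both. After Benjamini-Hochberg adjustment these counts were 2 and 3. The smallest Bonferroni-adjusted p over the settings and fits of the mean difference was between 0.0173 and 0.372. The number of genes higher at an unadjusted p under 0.05, 81, was 133 with an offset of 0, 129 with the processed signal, 125 without 15 min, 37 without 2 h and 39 without the time block. The number of genes lower, 223, was 38 without the time block.

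The numbers of genes with a log2 difference of at least 1 moved by more than 1.5 times under several alternatives. With an offset of 0, 563 genes were higher and 263 lower at 15 min, 162 and 57 at 30 min, 173 and 97 at 2 h, and 96 and 141 at 5 h. With an offset of 16 the numbers were 365 and 129, 112 and 25, 105 and 53, and 49 and 85 in the same order. The authors' table gave 368 and 130, 112 and 25, 108 and 54, and 48 and 87. With the processed signal they were 769 and 690, 283 and 176, 303 and 205, and 198 and 339. By the brightest probe they were 356 and 144, 131 and 46, 154 and 70, and 111 and 123. A smaller offset shrinks log2 differences of dim probes less, so larger counts with it follow from its construction. With a log2 difference of at least 2 the numbers were 46 and 2, 20 and 0, 9 and 1, and 4 and 8, which are smaller by construction. Median scaling gave 2 lower genes at 30 min and 93 higher genes at 2 h, and the mean over probes gave 7 lower genes at 30 min. The share of these genes that were higher was 74.6%, 87.1%, 66.7% and 30.1% at the 4 times, and it was 52.7% at 15 min with the processed signal. At each setting more genes differed at 15 min than at any later time. The median over all genes at 15 min was -0.06, and was -0.19 with an offset of 0, -0.12 with an offset of 16 and in the authors' table, and -0.31 with the processed signal.

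The median of the 6 hydroxylase candidates, 0.04, was 0.14 with an offset of 0, 0.25 as a mean over the genes, and 0.27 with the ARAD1D identifiers read 660 lower. For the upper part of the pathway the median of 0.08 was 0.48 with an offset of 0, 0.18 with an offset of 16, 0.53 with the processed signal, 0.19 in the authors' table, 0.44 as a mean and 1.28 with the identifiers read 660 lower and AGDC1 88 higher. For the lower part the median of -0.06 was -0.20, -0.11, -0.16 and -0.11 under the first 4 of these, 0.023 by the brightest probe, 0.039 as a mean and -0.17 with the identifiers read 660 lower. ARAD1C00330g was the first of the 6 candidates by the mean and by the largest difference under each alternative except the identifiers read 660 lower, where it was number 2 by the mean and number 2 by the largest difference. The median of the 8 identifiers around ACDO1, 0.06, was 1.62 with that reading.

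For the 28 named genes with probes, the mean log2 difference was recomputed 306 times with other settings, and 258 values moved by less than the SD over the time points; 21 changed sign, and 2 came past the threshold. None of the 5 means of at least 1 in size changed sign. With 1 time point left out, 8 of 112 means changed sign. Leaving out 15 min took the mean of ARAD1C42790g from 1.37 to 0.02, of ARAD1D15158g from 0.73 to -0.02 and of ARAD1C03498g from 0.35 to 0.04, and leaving out 5 h took that of ARAD1A06160g from -0.97 to -0.28. Of 1224 recomputed differences at single time points, 960 moved by less than the SD over probes and 90 changed sign, 0 of them among the 19 differences of at least 1 in size.

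The signal over background limits what can be seen for dim genes. Between 58.9% and 70.2% of the spots per array were well above background, and on the glucose arrays none of the probes of ARAD1C00330g was. The mean of this gene was 1.18, with a lower bound of 1.16, and 4.66 with the processed signal, and the cause of this move was not tested.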

Differences from the paper's values

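The paper gives its array results as colours in Supplementary Figures 7 and 8, and 21 values were read by eye, for each gene with probes at the time of its strongest shade. The scale ends at 2, so that a shade at its end is a lower limit in size, and values beyond it were set to the end of the scale for the comparison. ARAD1D18458g, ARAD1D18348g and ARAD1C00330g at 5 h are shaded about 2 times as strongly in Supplementary Figure 8 as in Supplementary Figure 7, although the printed scales are the same. Values read from Supplementary Figure 8 were therefore divided by 2, to be on the scale of Supplementary Figure 7, and the end of the scale is then 1 for them. This was decided after values had been seen, from the 2 figures alone. Of the 21 values, 13 differ from those computed here by more than the SD over probes or in sign, 10 of the 10 values of ARAD1D genes and 3 of the 11 others.

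The end of the scale is itself not settled. The figures print it as 2 and call the shades log2 fold change, while the legends call the darkest blue a 2-fold upregulation, which is a log2 of 1. With the end read as 1, all the paper's values are smaller by a factor of 2. Then 10 of the 10 values of ARAD1D genes still differ and 8 of them come within the SD over probes with the identifiers read 660 lower, as with an end of 2. Of the 11 others 1 differs in place of 3: the paper's values become about 0.1 for ATAN1, about 0.4 for ARAD1A15158g and about -0.2 for ARAD1A19074g, which are then within the SD over probes, and about -0.55 for ARAD1C17776g at 30 min, which is then outside it with -0.90 here. The values below are on the scale that ends at 2, and the 3 differences outside the ARAD1D genes hold for that reading alone.

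For ARAD1D18458g at 30 min the log2 difference was 0.0037, and the paper's value is about 2 in Supplementary Figure 7, read by eye. ARAD1D18348g had -0.36 at 30 min, with the paper's value at about 2 in the same figure. ARAD1D41382g had -0.069 at 30 min, where the paper shows about 1.8. ARAD1D32912g had 0.040 at 2 h, where the paper shows about -0.2, and ARAD1D15158g had -0.10 at 5 h, where it shows about -0.6. On the common scale, the paper's values in Supplementary Figure 8 are about 1 for ARAD1D18392g at 30 min, about 1 for ARAD1D18480g at 30 min, about 0.55 for ARAD1D18502g at 30 min, about -1 for ARAD1D27984g at 15 min and about -1 for ARAD1D09306g at 15 min, read by eye, where the values computed here were 0.13, -0.056, -0.17, -0.12 and 0.11. ARAD1D32912g at 2 h and ARAD1D09306g at 15 min were not well above background with either medium, so for 2 of the 10 values no measured change stands behind the comparison, and 8 remain. For none of these 10 genes was the value within the paper's under the alternatives of processing set before the data were examined, 9 of them for ARAD1D09306g and 10 for the others. Reading the identifiers 660 lower on the array, an alternative chosen after seeing the values, brings 8 of the 10 within the SD over probes and drops 0 that were within it before. Of the 8, ARAD1D18458g with 3.11 and ARAD1D18392g with 3.45 lie past the end of their scale, 2 and 1, and are within it only because such values were set to the end; without that step 6 of the 10 are within. At these identifiers each of the 10 was well above background with at least 1 medium. The 2 that stay outside are ARAD1D41382g, with -0.30, and ARAD1D27984g, with -0.16.

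ATAN1 (ARAD1A06094g) had a log2 difference of 0.029 at 15 min, and the paper's value is about 0.2 in Supplementary Figure 7, read by eye; of the 10 alternatives only the processed signal gives a value within it. ARAD1A15158g had 0.46 at 15 min, where the paper shows about 0.8, and the value is within it with an offset of 16 and in the authors' table and not under the other 8. ARAD1A19074g had -0.18 at 15 min, where the paper shows about -0.4, and the value is within it with an offset of 16, in the authors' table and with probes well above background on at least 4 arrays, and not under the other 7. The values of the other 8 genes did not differ, among them those of ARAD1C00330g, ARAD1A09218g and ARAD1C03498g, which also holds with an end of 1.

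The paper calls the upregulation of AGDC1, ACDO1, ATAN1, ATAN2 and the genes of 3 further enzymes significant. Of the 7 of these genes with probes, 6 had a mean above 0, and 0 passed the Bonferroni or Benjamini-Hochberg adjustment in limma with an offset of 50, while 3 of the 22 genes of the paper with probes had an unadjusted p under 0.05. This test takes the change of a difference over the time points as error. ARAD1D17754g, with a mean of 5.73, also failed it, with a Benjamini-Hochberg adjusted p of 0.280 from limma. ACDO1 and ARAD1D18348g were read under ARAD1D identifiers, whose probes may not be theirs. The paper also reports induction of ACDO1 by quantitative PCR, and enzyme activity that rose with protocatechuic acid, both in another strain. ARAD1C00330g passed the Bonferroni adjustment with the processed signal, with a mean log2 difference of 4.66, and this is the one setting under which a gene of the paper passed. The mean of ARAD1D18348g was -0.14, and 1.39 at the identifier 660 lower. The paper also describes the 6 hydroxylase candidates as strongly increased. Of these, 2 had a log2 difference of at least 1 at any time point, ARAD1C00330g and ARAD1C03498g, and the other 4 stayed at or under 0.24. Among these 4, ARAD1D18392g had a mean of -0.06, and 2.00 at the identifier 660 lower; the reading 660 lower was chosen after the values had been seen. ARAD1C00330g had the highest change of the 6, as the paper states.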

Other observations

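All tests in this part were chosen after the result was seen, except the splits of the arrays by medium for genes past the Bonferroni adjustment, which were set before.

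The 0 genes past the Bonferroni adjustment in limma, beside 304 at an unadjusted p under 0.05, were compared with other splits of the arrays. Exchanging the media within time points gives 8 splits, and 8 of 8 had at least 0 genes, which a count of 0 makes certain; for genes at an unadjusted p under 0.05, 3 of the 8 splits gave as many as 304, and 8 splits are too few to exclude chance. Without the time block, 35 of 35 splits of the arrays into 4 and 4 had at least the 0 genes of the real one past the adjustment, which is certain in the same way, so neither comparison after Bonferroni adjustment decides anything. At an unadjusted p under 0.05, 29 of the 35 had as many genes as its 77, so chance cannot be excluded for that count.

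The probes of 3 of the 4 ARAD1D genes whose protein length the paper gives do not reach to the end of the coding length or go past it, with the last probe at 167% for ARAD1D18458g, 39.1% for ARAD1D27984g and 23.3% for ARAD1D18502g. For 5 of 5 genes on Arad1A and Arad1C the last probe ends at 85% to 100% of the coding length, and the limit of 85% was set after these values had been seen. One explanation is that the numbers of the identifiers differ between the array and the paper. Shifts of the number by up to 2200 in steps of 22 were tried, 201 in all. At 0 of them did the last probe of all 4 genes end within the limits, which argues against 1 shift for all 4 genes; at 660 lower, the last probe for ARAD1D27984g ends at 63.8%. For ACDO1 and its neighbours ARAD1D18392g and ARAD1D18502g, 1 shift, 660 lower, had all 3 within the limits, while single genes were within them at 16, 17 and 14 shifts. At the identifier 2 steps of 22 further down the last probe ends at 184.8% of the coding length of ACDO1, which argues against that reading. These values are in line with the hypothesis that the array numbers these 3 genes 660 lower than the paper, which no annotation was at hand to test.

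The shades of the ARAD1D genes in Supplementary Figures 7 and 8 gave a further test of this hypothesis. At 660 lower, 8 of the 10 genes lay within their SD over probes of the figures once values past the end of a scale were set to its end, against 0 at the paper's own identifiers. Of the 201 shifts, 1 gave as many, that of 660; the next was 7, at 2 steps of 22 further down, and the median over the shifts was 1. With values past the end left as they are, 6 genes lay within at 660 lower, at most 3 at any other shift and 0 at the paper's own identifiers. By the median difference of the 4 genes of stated length, 660 lower is number 3 of 201 shifts. At the identifier 660 lower than that of ACDO1 the log2 differences were 1.76 at 15 min, 3.11 at 30 min, 2.30 at 2 h and 0.21 at 5 h. At 15 min, 30 min and 5 h they were 1.24, 2.18 and 0.33 for ARAD1D18348g read 660 lower. At 30 min, 2 h and 5 h they were 3.45, 2.81 and 0.45 for ARAD1D18392g. At the 4 times they were 0.65, 1.42, 1.01 and 0.18 for ARAD1D18480g. ARAD1D18502g read 660 lower changed little, with 0.01, 0.29, -0.0008 and -0.014 at the 4 times. With this reading, which may hold for the neighbourhood of ACDO1, its 8 identifiers have a median of 1.62, at percentile 99.975 of the windows, a value shared with windows that overlap them, and contain ARAD1D17754g. For ARAD1D41382g the values were -0.18, -0.30, -0.42 and -1.55, and its shade in the figure has the opposite direction.

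AGDC1 has no probes under the paper's identifier. Within 220 of its number, 3 of 14 identifiers on the array have a last probe that ends at 85% to 100% of its coding length, so the test cannot tell whether the array numbers this gene 88 higher than the paper. At the identifier 88 higher the last probe ends at 100% of the coding length, and the log2 differences were 0.36 at 15 min, 3.29 at 30 min, 2.70 at 2 h and 3.09 at 5 h. No biological explanation was tested for these values, and no gene of the paper is taken to be the one measured at these identifiers.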
